# The neural crest is a source of mesenchymal stem cells with specialized hematopoietic stem cell niche function

**DOI:** 10.7554/eLife.03696

**Published:** 2014-09-25

**Authors:** Joan Isern, Andrés García-García, Ana M Martín, Lorena Arranz, Daniel Martín-Pérez, Carlos Torroja, Fátima Sánchez-Cabo, Simón Méndez-Ferrer

**Keywords:** mesenchymal stem cells, hematopoietic stem cells, stem cell niche, bone marrow, neural crest, mouse

## Abstract

Mesenchymal stem cells (MSCs) and osteolineage cells contribute to the hematopoietic stem cell (HSC) niche in the bone marrow of long bones. However, their developmental relationships remain unclear. In this study, we demonstrate that different MSC populations in the developing marrow of long bones have distinct functions. Proliferative mesoderm-derived nestin^−^ MSCs participate in fetal skeletogenesis and lose MSC activity soon after birth. In contrast, quiescent neural crest-derived nestin^+^ cells preserve MSC activity, but do not generate fetal chondrocytes. Instead, they differentiate into HSC niche-forming MSCs, helping to establish the HSC niche by secreting Cxcl12. Perineural migration of these cells to the bone marrow requires the ErbB3 receptor. The neonatal Nestin-GFP^+^ Pdgfrα^−^ cell population also contains Schwann cell precursors, but does not comprise mature Schwann cells. Thus, in the developing bone marrow HSC niche-forming MSCs share a common origin with sympathetic peripheral neurons and glial cells, and ontogenically distinct MSCs have non-overlapping functions in endochondrogenesis and HSC niche formation.

**DOI:** http://dx.doi.org/10.7554/eLife.03696.001

## eLife digest

During the earliest phases of development, the embryo is formed by groups of stem cells that can develop into all the different types of tissue in the body—from bones to brain tissue. Later in life, small stockpiles of adult stem cells are found in various tissues and provide a reservoir of new cells available for replacing old or damaged cells. The most important source of blood stem cells is the bone marrow, which produces and stores cells that are capable of developing into blood and immune system cells. These processes are assisted by different bone marrow cells called stromal cells, which create a specialized local environment or ‘niche’.

But are the stromal stem cells that form the skeleton the same ones that form this niche during development? Or do the various types of stromal stem cells develop from distinct groups of cells in the embryo? Furthermore, it is unclear which cells guide blood stem cells towards the forming bones.

Other types of cells, including some of the cells of the nervous system, can communicate with the stem cells in the adult marrow and influence their behavior. This led scientists to wonder whether the stem cells in the bone marrow niche and the cells that communicate with them developed from the same type of embryonic stem cell.

Isern et al. tracked down the developmental origins of different types of bone marrow stromal stem cells by examining the bone marrow from the long bones (for example, the bones in the leg) of unborn and infant mice. It turns out that not all stromal stem cells in the developing bone marrow are alike. In fact, one pool of stromal stem cells forms the skeleton and loses stem cell activity in the process. In contrast, a different population of stromal stem cells develops from the same group of embryonic cells that gives rise to the cells of the nervous system. The stromal stem cells in this second group function as a niche to recruit and store the incoming blood stem cells and retain their stem cell activity throughout life.

The findings of Isern et al. help to explain why the nervous system is able to communicate with stem cells in the adult marrow, and provide a model for understanding how stem cell niches in organs that contain nerve tissue are established.

**DOI:** http://dx.doi.org/10.7554/eLife.03696.002

## Introduction

Bone marrow stromal cells (BMSCs) are a heterogeneous population. The different mesenchymal cell types might either arise from a variety of resident progenitors or might ultimately be derived from a single population of rare MSCs (Caplan, 1991). In adult mammals, a multiple origin of skeletal MSCs is suggested by the distinct germ layer derivation of different bone structures, with craniofacial bones generated by the neuroectoderm, whereas the axial and appendicular bones are respectively derived from paraxial and lateral mesoderm. Mesoderm generates chondrocytes, which are progressively replaced by osteoblasts through the process of endochondral ossification (Olsen et al., 2000). MSCs share cell-surface markers and localization with pericytes, suggesting that some pericytes might be MSCs (Crisan et al., 2008). However, it remains unclear whether the bone marrow hosts ontogenically distinct MSCs in the same bones and whether they are endowed with specific functions.

In adult bone marrow, a variety of mesenchymal cells regulate HSCs (Calvi et al., 2003; Zhang et al., 2003; Arai et al., 2004; Sacchetti et al., 2007; Chan et al., 2008; Naveiras et al., 2009; Mendez-Ferrer et al., 2010; Omatsu et al., 2010; Raaijmakers et al., 2010). Nevertheless, the specialized functions and developmental origin of these cells are largely unknown. Adult HSCs are also regulated by certain other non-hematopoietic lineages, including endothelial cells (Avecilla et al., 2004; Kiel et al., 2005; Ding et al., 2012), sympathetic neurons and associated non-myelinating Schwann cells (Katayama et al., 2006; Spiegel et al., 2007; Mendez-Ferrer et al., 2008; Yamazaki et al., 2011), perivascular cells expressing the leptin receptor (Ding et al., 2012) and mesodermal derivatives (Greenbaum et al., 2013). However, the relationships and potential overlap among these populations remain unclear. It is also not known whether MSCs that form the HSC niche also generate other stromal cells or are a specialized population that arises earlier in embryogenesis and persists into adulthood.

In this study, we investigated the developmental origin and functions of MSCs in the primordial marrow of long bones. We show that, like peripheral neural and glial cells, HSC niche-forming MSCs in perinatal bone marrow arise from the trunk neural crest and make only a modest contribution to endochondrogenesis. Thus, whereas mesoderm-derived MSCs are mostly involved in endochondral ossification, neural crest-derived cells have a specialized function in establishing the HSC niche in the developing marrow of the same bones. These results provide compelling evidence for functional segregation of MSCs derived from different germ layers. The data also show that three HSC niche components—peripheral sympathetic neurons, Schwann cells, and MSCs—share a common origin.

## Results

### Fetal bone marrow nestin^+^ cells are quiescent and distinct from osteochondral cells

In adult mouse bone marrow, stromal cells expressing the green fluorescent protein (GFP) driven by the regulatory elements of nestin promoter (Nes-GFP^+^) display features of both MSCs and HSC niche cells (Mendez-Ferrer et al., 2010). This finding prompted us to characterize Nes-GFP^+^ cells during marrow development in limb bones. GFP^+^ cells were already present in E16.5 bone marrow, associated preferentially with blood vessels infiltrating the cartilage scaffold (Figure 1—figure supplement 1A–C). At E18.5 Nes-GFP^+^ cells were frequently associated with arterioles and sprouting endothelial cells within the osteochondral junction (Figure 1A–C). Fetal bone marrow Nes-GFP^+^ cells were heterogeneous, composed of a majority of BMSCs but also including a small subset of CD31^+^ putative endothelial cells that increased during the postnatal period (Figure 1D,E and Figure 1—figure supplement 1D). Compared with Nes-GFP^-^ BMSCs, the Nes-GFP^+^ cell population was enriched in endogenous *Nestin* mRNA expression (Figure 1F). Arterioles were associated with an intense fluorescence microscopy signal, due to the presence of several concentric GFP^+^ cells, including an outer layer that expressed smooth muscle actin and an inner layer of endothelial cells (Figure 1G and Figure 1—figure supplement 1E,F). Fetal bone marrow Nes-GFP^+^ cells were distinct from S100-expressing chondrocytes and osteoblastic cells genetically labeled with the 2.3-kilobase proximal fragment of the α1(I)-collagen promoter (Dacquin et al., 2002) (Figure 1H–J). Contrasting the marked proliferation of Nes-GFP^-^ BMSCs in perinatal life, Nes-GFP^+^ cells remained mostly quiescent (Figure 1K and Figure 1—figure supplement 1G). As a result, whereas Nes-GFP^-^ BMSCs steadily expanded, Nes-GFP^+^ BMSC number did not change significantly (Figure 1L). Fetal bone marrow Nes-GFP^+^ cells thus include a small subset (<10%) of endothelial cells and a large population of non-endothelial stromal cells (>90%). Unlike Nes-GFP^-^ stromal cells, Nes-GFP^+^ cells proliferate slowly and do not express osteochondral protein cell markers.

**Figure 1.**
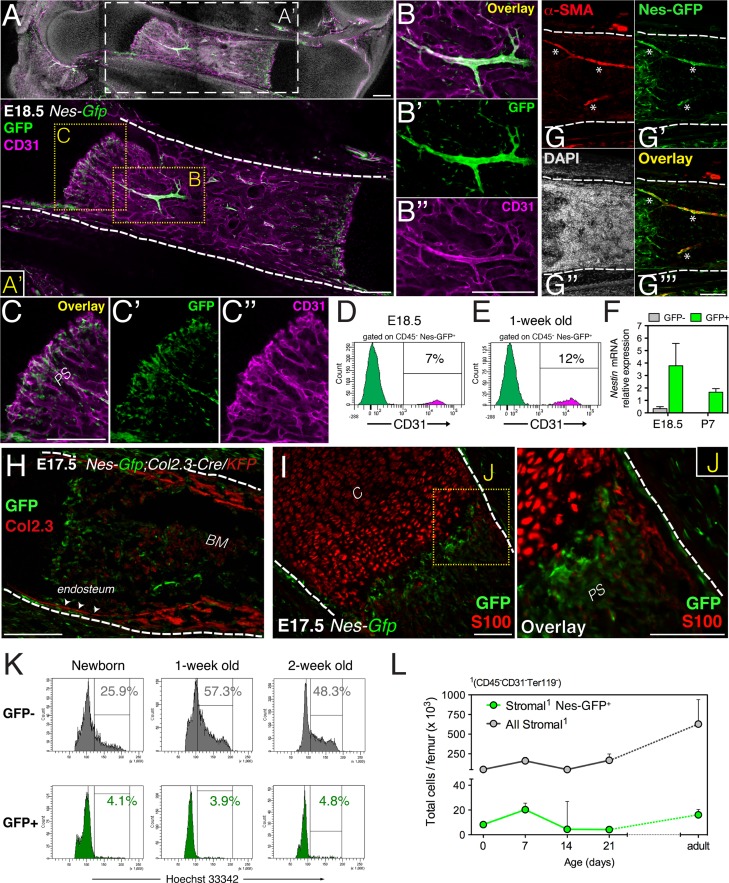
Fetal bone marrow nestin^+^ cells proliferate slowly and are distinct from osteochondral cells. (**A**–**C**) Nes-GFP^+^ cells in fetal bones undergoing endochondral ossification. Whole-mount confocal projection of E18.5 *Nes-Gfp* femoral bone marrow stained with CD31 (magenta) to mark endothelium. Note the perivascular distribution of GFP^+^ cells (green) in arterioles (**B**–**B′′**) and small vessels invading the primary spongiosa (**C**–**C′′**). (**D**–**E**) *Nes-Gfp* transgene is expressed by a subset of bone marrow endothelial cells. Flow cytometry histograms show the frequency of CD45^−^ Nes-GFP^+^ cells expressing CD31. (**F**) Endogenous *Nestin* mRNA expression measured by qPCR in stromal populations isolated from *Nes-Gfp* mice at the indicated stages (mean ± SD, *n* = 3–5). (**G**) *Nes-Gfp* bone marrow section stained with smooth muscle actin antibodies (αSma, red; asterisks) to reveal arterioles. (**H**) Limb section from an E17.5 *Nes-Gfp*;*Col2.3-Cre*;*KFP* embryo showing *Nes-*GFP^+^ (green) and osteoblasts identified with antibodies to Katushka (KFP) protein (red), driven by the 2.3-kb proximal fragment of the α1(I)-collagen promoter. Arrowheads, endosteal surface. (**I**) Metaphysis of E17.5 *Nes-Gfp* embryo showing S100^+^ chondrocytes (red). (**J**) Magnified view of boxed area in (**I**). (**K**) Representative cell cycle profiles of bone marrow stromal Nes-GFP^+/-^ cells at early postnatal stages. Frequencies of cells in G_2_/S-M (%) are indicated. (**L**) Number of stromal Nes-GFP^+/−^ cells in postnatal bone marrow (mean ± SEM, *n* = 3–4). Scale bars: 200 μm (**A**, **A′**, **B′′**, **C**, **H**), 100 μm (**G**, **I** and **J**); (**A′**, **G**–**J**) dashed line indicates bone contour. *BM*, bone marrow; *C*, cartilage; *PS*, primary spongiosa. **DOI:** http://dx.doi.org/10.7554/eLife.03696.003

**Figure 1—figure supplement 1.**
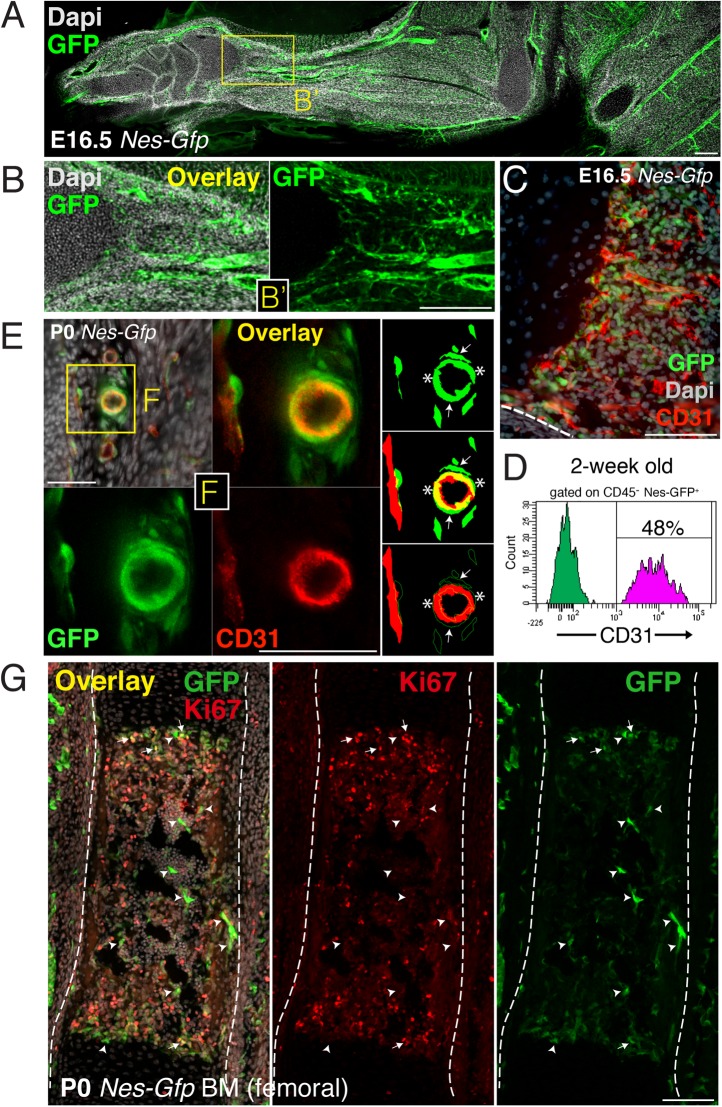
Perivascular and endothelial Nes-GFP^+^ cells invade the incipient bone marrow associated with blood vessels. (**A**) Longitudinal section of E16.5 *Nes-Gfp* forelimb. A profuse perivascular network of GFP^+^ cells can be observed, mostly associated with arterial blood vessels. (**B**) High magnification detail (inset B’) of arterioles containing Nes-GFP^+^ cells during invasion of the distal shaft of fetal bone. (**C**) Section through an E16.5 *Nes-Gfp* metaphyseal region undergoing vascularization, revealed by CD31 immunostaining of endothelial cells (red). (**D**) Representative FACS histograms of anti-CD31-stained CD45^-^ bone marrow cells from 2-week old *Nes-Gfp* mice. The frequency of GFP^+^ putative endothelial cells is indicated. (**E** and **F**) Confocal high magnification detail is showing several layers of perivascular GFP^+^ cells (arrows) encircling an arteriole. Innermost endothelial cells immunostained with CD31 (red) also expressed GFP (yellow overlay, asterisks). (**G**) Femoral bone marrow section from newborn *Nes-Gfp* mouse stained with Ki67 (red) to label proliferative cells. Arrows indicate GFP^+^ Ki67^+^ cells; arrowheads depict GFP^+^ Ki67^−^ cells; dashed line marks bone contour. (A-C,E,G) Nuclei were counterstained with DAPI (gray). Scale bars: 500 μm (**A**); 200 μm (**B**); 100 μm (C,G); 50 μm (**E** and **F**). **DOI:** http://dx.doi.org/10.7554/eLife.03696.004

### Bone marrow nestin^+^ cells do not contribute to fetal endochondrogenesis

We next studied whether Nes-GFP^+^ cells displayed osteoprogenitor activity in fetal bone marrow. The axial and appendicular skeleton is thought to originate solely from mesoderm. During endochondral ossification, cartilage is progressively replaced by osteoblast precursors that express the transcription factor osterix and infiltrate the perichondrium along the invading blood vessels (Maes et al., 2010). To identify mesodermal derivatives, we performed lineage-tracing studies by crossing mice expressing the *RCE* reporter—a sensitive reporter that drives stronger GFP expression than other reporter lines (Sousa et al., 2009)—with mice expressing inducible *Cre* recombinase under the regulatory elements of the *Hoxb6* gene, which is expressed in the lateral plate mesoderm (Nguyen et al., 2009). The resulting double-transgenic mice were administered tamoxifen at E10.5, a stage when the *Hoxb6* gene is still expressed. These mice and newborn *Nes-gfp* embryos were analyzed for osterix protein expression, which marks cells committed to the osteoblast lineage. Unlike osteoblast precursors derived from lateral plate mesoderm, Nes-GFP^+^ cells in fetal-limb bone marrow did not express highly osterix protein (Figure 2A,B).

**Figure 2.**
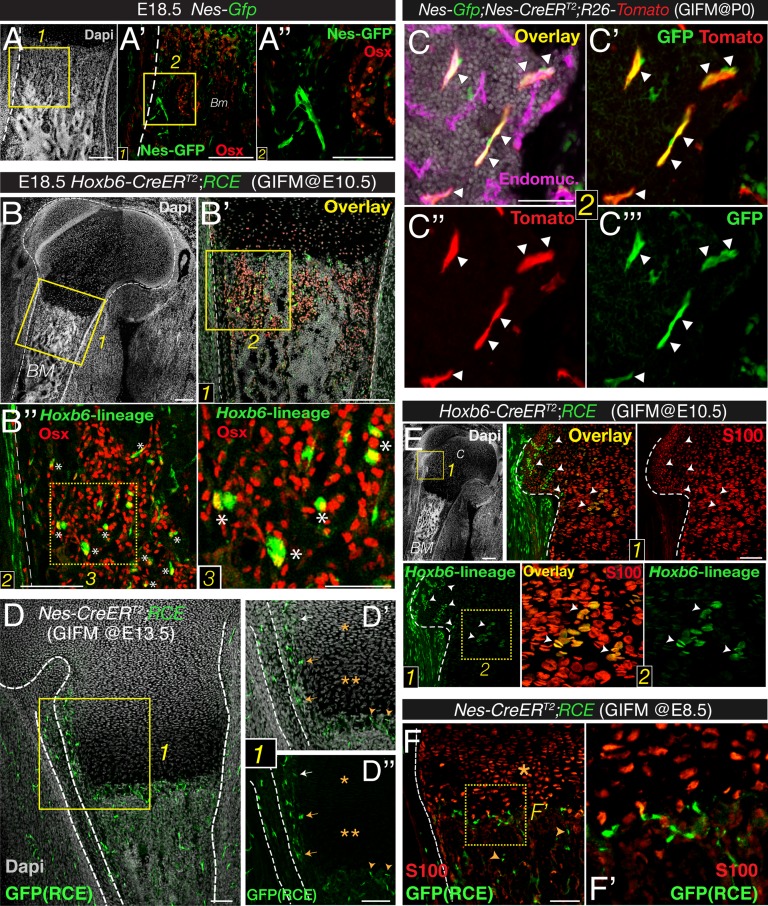
Bone marrow nestin^+^ cells are different from mesodermal osteo-chondroprogenitors. (**A** and **B**) Bone marrow sections from *Nes-Gfp* (**A**–**A′′**) and *Hoxb6-CreER*^*T2*^;*RCE* (**B**–**B′′**) E18.5 embryos (tamoxifen-induced at E10.5) immunostained with Osterix antibodies (Osx, red) to label osteoprogenitor cells. GFP^+^ Osx^+^ mesodermal-derived osteoprogenitors are marked with asterisks (insets 2–3). (**C**–**C′′′**) Perinatal recombination in *Nes-CreER*^*T2*^ mice efficiently targets bone marrow stromal Nes-GFP^+^ cells. Bone marrow section of a P7 *Nes-Gfp;Nes-CreER*^*T2*^*;R26-Tomato* mouse that received tamoxifen at birth, showing Nes-GFP^+^ cells (green), *Nes*-derived progeny (red), and double-positive cells (arrowheads). (**D**–**F**) Fate mapping of the progeny of nestin^+^ cells and limb mesoderm in E18.5/19.5 femoral bone marrow from *Nes-CreER*^*T2*^*;RCE* (**D**–**D′′**, **F**–**F′**) and *Hoxb6-CreER;RCE* fetuses (**E**). (**D**) GFP (green) and nuclei counterstained with DAPI (gray) in bone of E18.5 fetus induced with tamoxifen at E13.5. Neither proliferating (*) nor hypertrophic (**) chondrocytes showed GFP fluorescence (inset 1). (**D′**–**D′′**) *Nes*-derived cells with a similar morphology and distribution to Nes-GFP^*+*^ cells were detected near the cartilage–perichondrium interface (arrows) and within the chondro–osseous junction (arrowheads). (**E** and **F**) Bone marrow sections of (**E**) *Hoxb6-CreER;RCE* and (**F**) *Nes-CreER*^*T2*^*;RCE* E18.5 embryos induced with tamoxifen at E10.5 and E8.5, respectively, stained with S100 antibodies to label chondrocytes (red). High magnification views of cartilage (inset 2) showing abundant double-positive chondrocytes (arrowheads). (**F**) *Nes*-traced cells (green) were not chondrocytes (red, *) but infiltrated the chondro–osseous junction and trabecular bone (arrowheads). Scale bars: 200 μm (**A**–**A′**, **B**–**B′**), 100 μm (**A′′**, **B′′**), 50 μm (**B′′**3, **C**). *BM*, bone marrow*; C,* cartilage*; GIFM*, genetic inducible fate mapping. **DOI:** http://dx.doi.org/10.7554/eLife.03696.005

**Figure 2—figure supplement 1.**
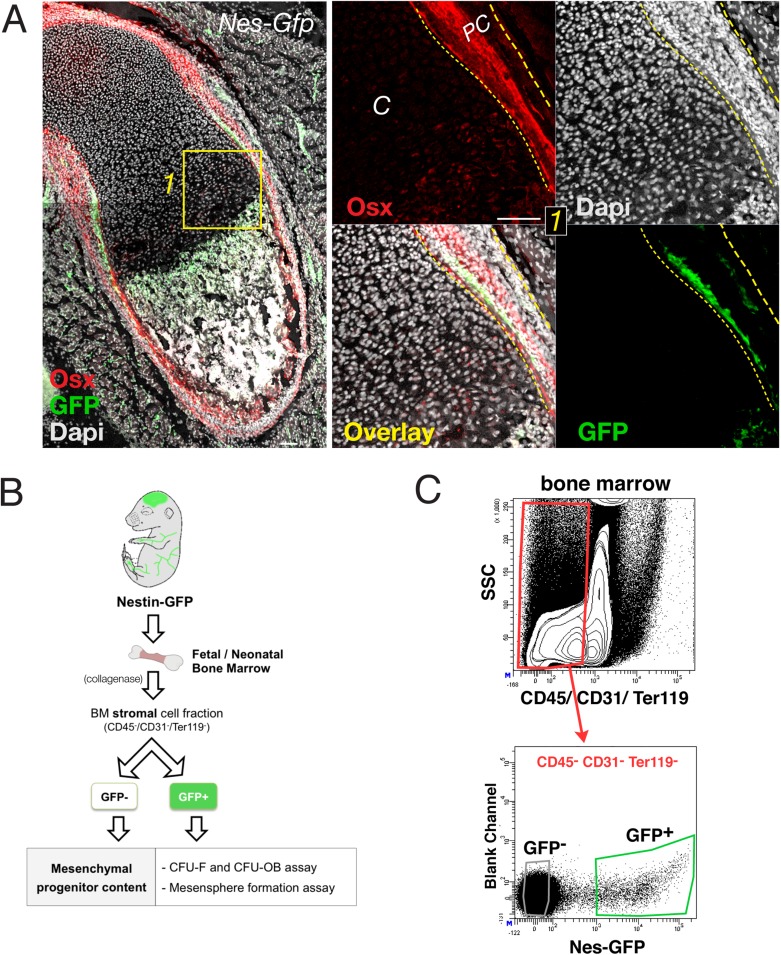
Sub-fractionation of fetal bone marrow mesenchymal progenitors. (**A**) Neonatal *Nes-Gfp* bone marrow section immunostained with anti-osterix antibodies (red). Right panels, perichondrium detail showing inner rim of GFP^+^ cells (green) adjacent to distinctive perichondrial osterix^+^ cells. Nuclei were counterstained with DAPI (gray). Scale bar, 100 μm. *PC*, perichondrium. (**B**) Scheme showing FACS isolation of bone marrow stromal populations from *Nes-Gfp* mice and MSC assays. (**C**) Representative FACS plots and gating strategy to isolate stromal GFP^+/-^ cells from *Nes-Gfp* bone marrow. **DOI:** http://dx.doi.org/10.7554/eLife.03696.006

We next performed genetically inducible fate mapping using Nes-*CreER*^*T2*^ mice (Balordi and Fishell, 2007). In these mice, tamoxifen administration triggers labeling of Nes-GFP^+^ cells and their progeny (Figure 2C,D). Tamoxifen was administered at E13.5 (when primary ossification centers start forming) (Maes et al., 2010), and at E8.5, to mark earlier nestin^+^ embryonic precursors. Unlike *Hoxb6*-traced mesodermal derivatives, nestin^+^ cells did not contribute to cartilage formation during this period. In contrast, *Nes*-traced cells with a similar morphology and distribution to Nes-GFP^+^ cells were observed in the chondro–osseous junction (Figure 2E,F). Similarly, Nes-GFP^+^ cells were not present inside the cartilage but were found in the innermost part of the perichondrium (Figure 2—figure supplement 1A), a region enriched in MSCs (Maes et al., 2010; Yang et al., 2013; Zaidi and Mendez-Ferrer, 2013). The results thus show that, unlike mesodermal derivatives, Nes-GFP^+^ cells do not exhibit osteochondral progenitor activity in the fetal bone marrow.

### MSC activity is progressively enriched in nestin^+^ cells

The lack of a contribution by nestin^+^ cells to fetal endochondrogenesis raised questions regarding their putative MSC properties in fetal bone marrow. We therefore measured mesenchymal progenitor activity in purified bone-marrow stromal subsets using the fibroblastic colony-forming unit (CFU-F) assay (Friedenstein et al., 1970) and the multipotent self-renewing sphere-forming assay (Mendez-Ferrer et al., 2010) (Figure 2—figure supplement 1B). BMSCs were isolated according to Nes-GFP expression (Figure 2—figure supplement 1C). CFU-F efficiency was nearly three times higher in Nes-GFP^-^ cells than in Nes-GFP^+^ cells at E17.5 (Figure 3A). Conversely, non-adherent sphere formation was markedly enriched in GFP^+^ cells, whereas most spheres derived from GFP^−^ cells rapidly attached to plastic and spontaneously differentiated into adipocytes (Figure 3B–G), suggesting that Nes-GFP^-^ BMSCs are in a more committed state. Spheres formed by Nes-GFP^+^ bone marrow cells contained mesenchyme-like spindle-shaped GFP^+^ cells (Figure 3E). At E18.5 and during the first postnatal week, CFU-F frequency was 6-fold higher in the GFP^−^ stromal population than in GFP^+^ cells (Figure 3H). However, at later postnatal stages, CFU-F activity was progressively restricted to Nes-GFP^+^ cells due to a sharp drop in activity in GFP^−^ BMSCs (>100-fold reduction between E18.5 and P14, compared with a 0.5-fold reduction in Nes-GFP^+^ cells). At P7, CFU-Fs derived from Nes-GFP^-^ cells contained mostly preosteoblasts (Figure 3I–K). The expression of genes associated with chondrocyte development was higher in Nes-GFP^-^ than in Nes-GFP^+^ BMSCs at E18.5; in contrast, the expression of master regulators of chondrogenesis, osteogenesis, and adipogenesis was progressively enriched in postnatal Nes-GFP^+^ BMSCs (Figure 3L), consistent with the increasing MSC enrichment in this population. Together, these results suggest that most fetal BMSCs do not express nestin and quickly differentiate towards committed skeletal precursors, losing most MSC activity by the second week after birth. In contrast, nestin^+^ cells conserve MSC activity throughout life.

**Figure 3.**
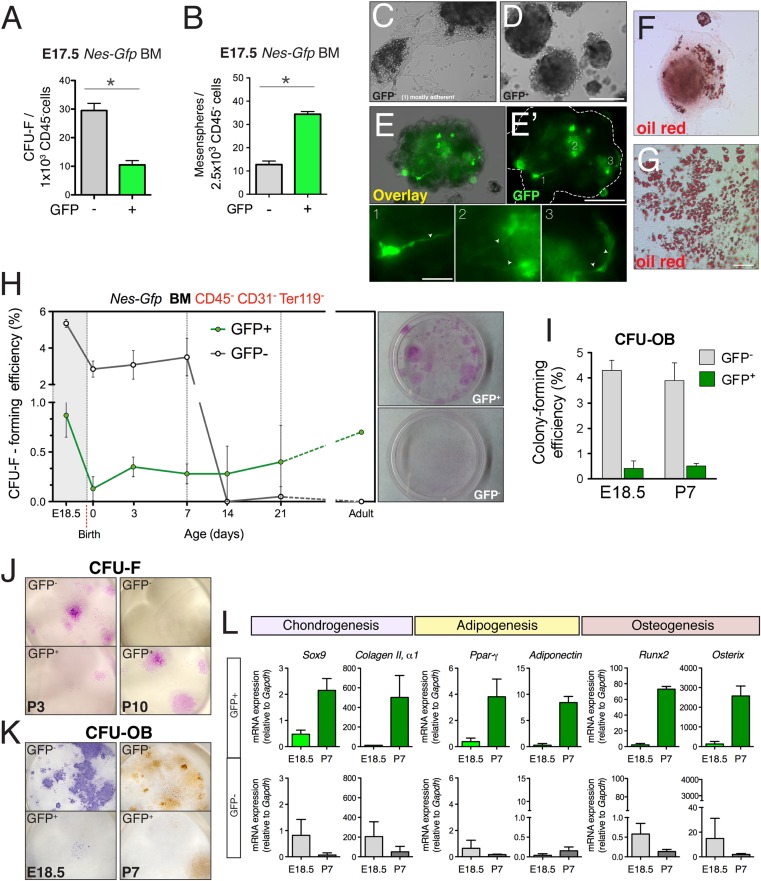
Perinatal enrichment of MSC activity in bone marrow nestin^+^ cells. (**A** and **B**) Fibroblast colony-forming units (CFU-F) and mesensphere-forming activities segregate in Nes-GFP^-^ and Nes-GFP^+^ fetal bone marrow cells, respectively. Frequencies of CFU-F and mesensphere-forming efficiency in E17.5 *Nes-Gfp* embryos. (**C**–**E**) Representative sphere cultures from both mesenchymal subpopulations sorted from bone marrow of *Nes-Gfp* fetuses. Note the presence of GFP^+^ fibroblast-like cells (**E′** and insets1–3). (**F**–**G**) Adherent colonies derived from GFP^-^ population stained with Oil Red O (red), to reveal mature adipocytes. (**H**) MSC activity is progressively restricted to bone marrow Nes-GFP^+^ cells. Frequency of CFU-Fs in cultures of stromal (CD45^−^ CD31^−^ Ter119^−^) GFP^+/−^ cells, isolated from the bone marrow of *Nes-Gfp* mice of the indicated age. Right panels show representative CFU-Fs in cell populations from adult mice. (**I**) Frequency of osteoblastic colony-forming units (CFU-OB) in bone marrow stromal GFP^+/−^ cells of the indicated age. (**J**) Representative Giemsa-stained CFU-F from 3- and 10-day old bone marrow subpopulations. (**K**) Stained CFU-OB from E18.5 (alkaline phosphatase staining, left panels) and 1-week old (alizarin red staining, right panels) bone marrow subpopulations. (**L**) qPCR analysis of mesenchymal genes in bone marrow stromal populations isolated from fetal (E18.5) or 1-week old (P7) *Nes-Gfp* mice, as depicted (Figure 3—figure supplement 1). (**A**–**B**, **H**–**L**) Mean ± SD, n = 3–6; *p < 0.05, unpaired two-tailed *t* test. Scale bars: 200 μm (**D**, **E′**, **G**), 100 μm (G), 50 μm (**E′**1–3). **DOI:** http://dx.doi.org/10.7554/eLife.03696.007

### The trunk neural crest contributes to bone marrow nestin^+^ MSCs

Neural crest cells are characterized by nestin expression and sphere-forming ability. Although cells traced to neural crest origin have been reported in adult murine bone marrow (Nagoshi et al., 2008; Morikawa et al., 2009b; Glejzer et al., 2011; Komada et al., 2012), their precise identity, developmental dynamics, and function have remained elusive. Moreover, the neural crest-specific *Wnt1-Cre* line used in these studies displays ectopic *Wnt1* activation. To trace neural crest derivatives, we performed genetic fate-mapping studies with a recent *Wnt1-Cre2* line that does not induce ectopic Wnt1 activity (Lewis et al., 2013). Unexpectedly, limb bones from *Wnt1-Cre2*;*R26-Tomato* double-transgenic neonates showed some neural crest-derived osteoblasts and osteocytes aligning the most recent layers of bone deposition, as well as similarly distributed chondrocytes in the outermost layers of the femur head (Figure 4A,B). As expected, neural crest-traced Schwann cells expressing glial fibrillary acidic protein (GFAP) were also detected in the bone marrow of one-week old mice (Figure 4—figure supplement 1A,B). Intriguingly, GFAP^−^ perivascular cells with a similar morphology and distribution to Nes-GFP^+^ cells were also derived from Wnt1^+^ cells (Figure 4—figure supplement 1C,D). The number of neural crest-traced osteochondral cells increased in the first postnatal week (Figure 4C). By P28, CFU-F activity was much higher in *Wnt1-Cre2*-traced cells than in non-neural crest-traced bone marrow stromal cells (Figure 4D). These results show that the neural crest contributes to limb bones late in development.

**Figure 4.**
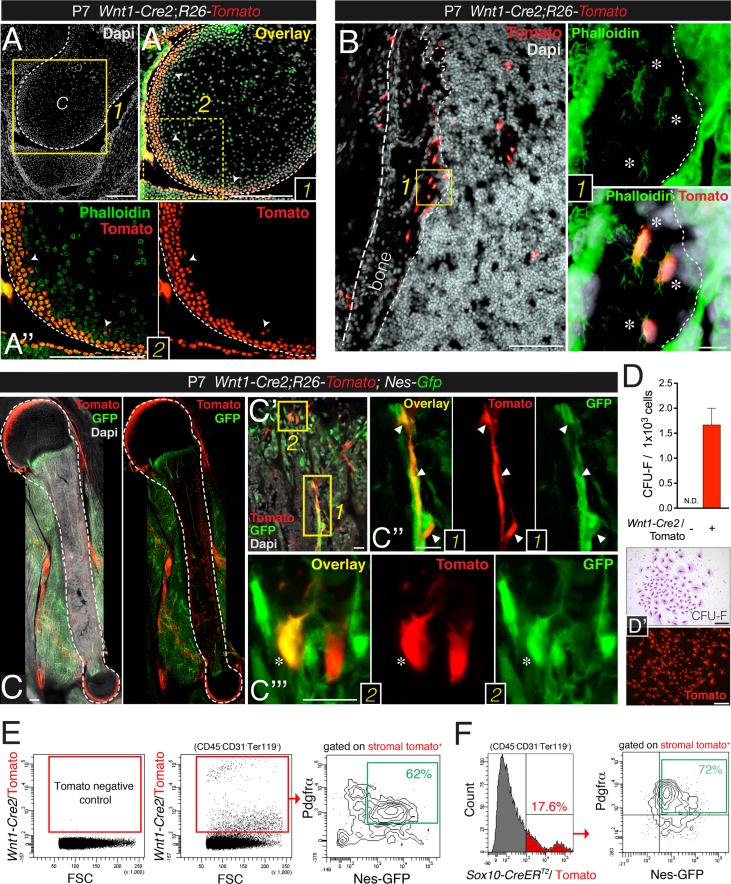
Contribution of trunk neural crest cells to mesenchymal lineages in long bones. (**A** and **B**) Fate mapping of neural crest derivatives in femoral bone marrow of neonatal *Wnt1-Cre*2;*R26-Tomato* mice. (**A**) Section through femoral distal epiphysis showing cortical neural-crest-derived chondrocytes (arrowheads, red); green signal corresponds to phalloidin staining. Nuclei were counterstained with DAPI (gray). (**B**) Bone marrow section showing *Wnt1-Cre2*-derived Tomato+ (red) osteocytes. (Inset 1) Neural-crest-derived osteocytes (asterisks) in endosteal region, showing their typical morphology revealed by phalloidin staining (green). (**C**–**E**) The neural crest contributes to Pdgfrα^+^ BMSCs in long bones. (**C**–**C**′′) Fluorescent signals of GFP, Tomato, and DAPI in bone marrow sections from 1-week old *Wnt1-Cre2;R26-Tomato;Nes-Gfp* mice. (**D**) Frequency of fibroblastic colony-forming units (CFU-F) in CD31^-^ CD45^-^ Ter119^-^ Tomato^+/-^ bone marrow cells sorted from 1-week old *Wnt1-Cre2;R26-Tomato* mice (*n* = 3); N.D., not detectable. (**D′**) Examples of Giemsa staining (top panel) and Tomato fluorescence in neural crest-derived CFU-Fs. (**E**) Representative flow cytometry analysis of bone marrow stromal cells from 4-week old *Wnt1-Cre2;R26-Tomato;Nes-Gfp* mice. (**F**) Flow cytometry analysis of bone marrow stromal cells from *Nes-Gfp*;*Sox10-CreER*^*T2*^*;R26-Tomato* triple-transgenic mice stained with Pdgfrα antibody. (**E**, **F**) Frequencies of neural crest-traced BMSCs are indicated. Scale bars: 200 μm (**A**–**A′′**, **C**, **D**–**D′**), 100 μm (**B**), 20 μm (**B1**, **C′**–**C′′′**). Dashed line depicts the bone and cartilage contour (**A**–**C**). **DOI:** http://dx.doi.org/10.7554/eLife.03696.008

**Figure 4—figure supplement 1.**
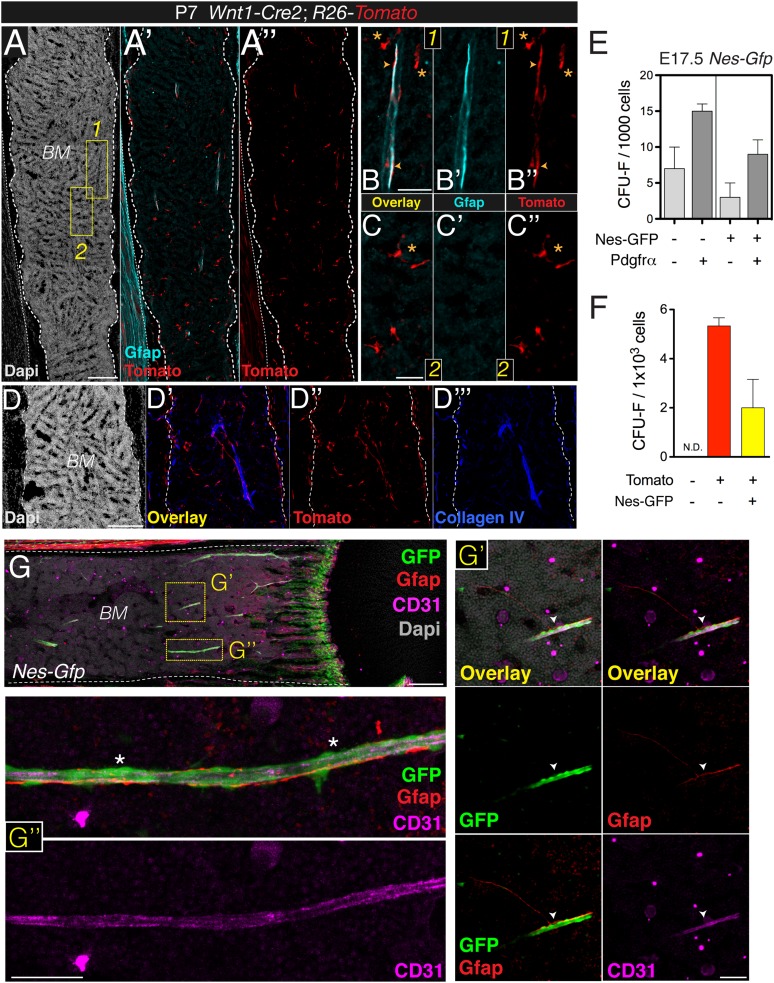
Bone marrow Nes-GFP^+^ cells are distinct from mature Schwann cells. (**A**–**C**) Diaphysis section stained with antibodies against glial fibrillary acidic protein (Gfap, cyan). Neural crest-traced cells included Gfap^+^ Schwann cells (inset 1, arrowheads) and Gfap^−^ putative BMSCs (inset 2, asterisks) (**B-B**′′, **C-C**′′). (**D-D**′′′) Staining of basal lamina with collagen IV antibodies (blue) showing close association of neural crest-derived cells (red) with blood vessels. (**E**) Surface expression of Pdgfrα enriches for fetal bone marrow mesenchymal progenitors. Fibroblast colony-forming units (CFU-F) in bone marrow stromal cells (CD45^-^ CD31^-^ Ter119^-^) isolated from E17.5 *Nes-Gfp* mice according to GFP and Pdgfrα expression. (**F**) Frequency of CFU-F colonies obtained from sorted populations of *Wnt1-Cre2;R26-Tomato;Nes-Gfp* 1-week old pups. (**G**) Schwann cells are closely associated with distinctive Nes-GFP^+^ perivascular cells (arrowheads). Immunofluorescence of P9 *Nes-Gfp* tibial bone marrow showing GFP^+^ cells (green), Gfap^+^ Schwann cells (red), and CD31^+^ endothelial cells (pink); nuclei were counterstained with DAPI (gray). (**G′**–**G′′**) Details of central diaphyseal region (insets) at high magnification. (**G′**) Note the long Gfap^+^ Schwann cells extending through the arteriole, surrounded by distinctive Nes-GFP^+^ cells (arrowhead). (**G**′′) Magnified view of a long arteriole. Asterisks indicate Gfap^-^ perivascular Nes-GFP^+^ cells. Scale bars: 200 μm (**A**, **D**, **G**), 50 μm (**B**, **C**, **G′**–**G′′**). **DOI:** http://dx.doi.org/10.7554/eLife.03696.009

**Figure 4—figure supplement 2.**
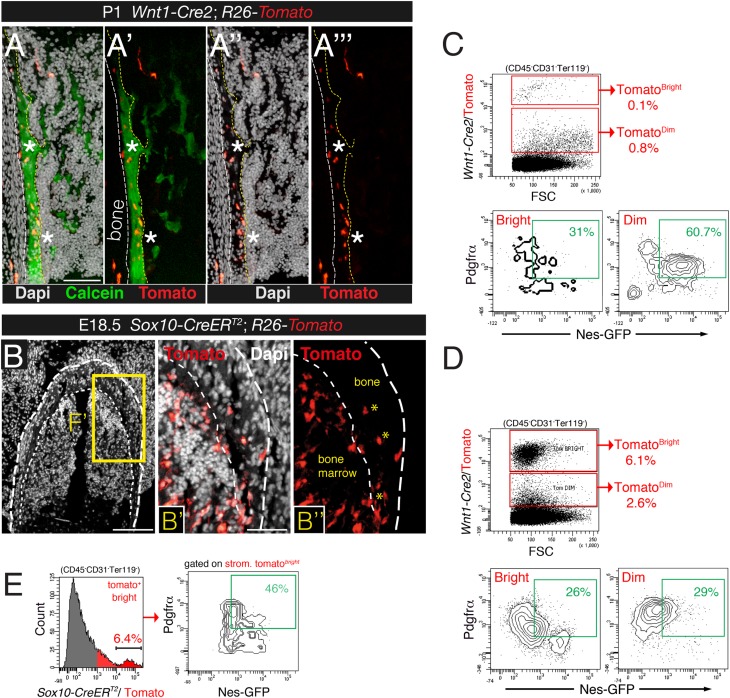
Contribution of trunk neural crest to bone marrow stromal lineages. (**A-A**′′′) Bone marrow section from newborn *Wnt1-Cre*2;*R26-Tomato* pup stained with calcein to mark calcium deposition (green), showing *Wnt1-Cre2*-traced Tomato^+^ osteoblasts (red) in calcifying areas (asterisks). Scale bar = 100 μm. (**B**) Representative bone section of an E18.5 *Sox10-CreER*^*T2*^*;R26-Tomato* mouse showing Tomato^+^ osteocytes (asterisks) and bone-lining osteoblasts (red). Dashed line depicts the bone contour. Nuclei were counterstained with DAPI (gray). (**C** and **D**) Representative flow cytometry plots of bone marrow stained with Pdgfrα from neonatal (**D**) and 4-week old (**C**) *Wnt1-Cre*2;*R26-Tomato;Nes-Gfp* mice, after gating on the stromal (CD45^-^ CD31^-^ Ter119^-^) population. (**E**) Representative flow cytometry histogram of bone marrow cells from E18.5 *Sox10-CreER;R26-Tomato;Nes-Gfp* embryos, induced with tamoxifen at E9.5, after gating on the tomato-bright population. Scale bars: 200 μm (**B**), 100 μm (**A**, **B′**). **DOI:** http://dx.doi.org/10.7554/eLife.03696.010

We further characterized cell surface marker expression by neural crest-derived MSCs. Platelet-derived growth factor receptor alpha (Pdgfrα) is required in mesodermal and neural crest-derived mesenchyme during development (Schatteman et al., 1992; Soriano, 1997). Mouse Pdgfrα^+^ BMSCs are highly enriched in CFU-F activity (Takashima et al., 2007; Morikawa et al., 2009a) and most adult mouse bone marrow nestin^+^ cells are also Pdgfrα^+^ (Yamazaki et al., 2011; Pinho et al., 2013). We found that Pdgfrα^+^ BMSCs were also enriched in CFU-F activity at fetal stages (Figure 4—figure supplement 1E). In the bone marrow of 4-week old *Nes*-*Gfp*;*Wnt1-Cre2;R26-Tomato* mice, most neural crest-traced cells were also Pdgfrα^+^ and Nes-GFP^+^ (Figure 4E). For confirmation, we intercrossed *Nes*-*Gfp*;*R26-Tomato* mice with a line expressing tamoxifen inducible Cre recombinase under the regulatory elements of the gene encoding the neural crest transcription factor Sox10. *Nes*-*Gfp*;*Sox10-CreER*^*T2*^*;R26-Tomato* mice were administered tamoxifen at E9.5 to label migratory neural crest-derived cells. Similar to the situation in stage-matched *Nes-Gfp* mice—and also consistent with *Wnt1-Cre2*-traced cells—most *Sox10-CreER*^*T2*^-traced bone marrow stromal cells were Pdgfrα^+^ and Nes-GFP^+^ cells (Figure 4F and Figure 4—figure supplement 2). These results thus demonstrate definitively that the neural crest contributes to nestin^+^ BMSCs.

### The Nes-GFP^+^ bone marrow population comprises Pdgfrα^+^ MSCs and Pdgfrα^−^ Schwann cell precursors

The finding that some fetal bone marrow Nes-GFP^+^ cells expressed Pdgfrα while others did not prompted us to study the possible functional heterogeneity of this population. Recent work showed that most adult bone marrow nestin^+^ cells are Pdgfrα^+^ and also that nestin^+^ Pdgfrα^+^ Schwann cells contribute to HSC maintenance (Yamazaki et al., 2011). We found that bone marrow Nes-GFP^+^ cells were closely associated with distinctive Gfap^+^ Schwann cells (Figure 4—figure supplement 1G). After sorting of neonatal GFP^+/−^ Pdgfrα^+/−^ BMSCs (Figure 5A), the two populations were analyzed by next-generation sequencing. 

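Stromal cells negative for the blood cell marker CD45, the endothelial marker CD31 and the erythroid marker Ter119 were sorted from *Nes-Gfp* pups on postnatal day 1. In these mice, regulatory elements of the nestin gene drive GFP. GFP and surface Pdgfrα divided the cells into 4 populations, and 2 libraries per population, 8 in all, were analysed here. Each library came from the pooled bones of 3 pups, with 15000 to 80000 sorted cells per sample. The RNA was amplified to cDNA, and the authors mapped the reads to the transcriptome of the mouse build NCBIM37 and quantified them with RSEM.

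The table holds normalized values of 15880 genes, listed by Ensembl identifier. Each value equals the gene's reads plus 0.5, divided by the effective size of the library and put on a scale of 1e6. The effective size is the number of reads on genes multiplied by a normalization factor, which lay between 0.8 and 1.134. Whole reads could be recovered from 100% of the values. They summed to 3564158 and 3329432 in the GFP+ Pdgfrα+ libraries, 3644103 and 3427644 in the GFP+ Pdgfrα- libraries, 3869275 and 3221217 in the GFP- Pdgfrα+ libraries and 4058258 and 5302762 in the GFP- Pdgfrα- libraries. A gene with 3 reads has a value between 0.825 and 1.04, depending on the library. A population with at most 3 reads of a gene in both libraries is treated as being at this floor, and a fold against it is given as a lower bound. The floor covers counting error only, because amplified reads are not independent molecules. The libraries differed in composition. The mitochondrial ribosomal RNA gene *mt-Rnr2* took 27.2% and 29.1% of the reads in GFP- Pdgfrα- cells, against 9.5% to 17.6% in the other 6 libraries. The 2 libraries of a population differed by more than counting noise (chi-square per degree of freedom, 4.2 to 9.2) and were used as separate replicates.

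Values were put on the scale log2(value + 1), which understates the change of genes with low values. The populations were compared in one fit over all 8 libraries with limma, using a mean-variance trend and Benjamini–Hochberg adjustment over all genes in the table. A gene was called at an adjusted p-value of at most 0.05. With 2 libraries against 2, an exact two-sided permutation test cannot give a p-value below 0.333, so the p-values rest on the spread that limma shares between genes. The stated filter of over 2 counts per 1e6 in at least 2 samples is not met by 1645 of the listed genes (10.4%) when it is computed from the recovered reads. All 15880 genes have over 2 reads in at least 2 libraries, and all were tested. Coordinates are those of NCBIM37.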

Detection of endogenous *Pdgfrα* and *Nes* transcripts verified the isolation strategy. 

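*Pdgfra* (ENSMUSG00000029231) spans positions 75548316 to 75594229 of chromosome 5, on the plus strand, with 24 exons. Its normalized value was 744 ± 14.9 (SD, n = 2 libraries) in GFP+ Pdgfrα+ cells and 817 ± 31.8 (SD, n = 2) in GFP- Pdgfrα+ cells. It was 14.3 ± 5.42 (SD, n = 2) in GFP+ Pdgfrα- cells, and in GFP- Pdgfrα- cells 3.83 ± 0.749 (SD, n = 2). The log2 fold change of GFP+ Pdgfrα+ over GFP+ Pdgfrα- cells was 5.66 (standard error 0.22, adjusted p = 2.64e-08, limma). Leaving out a replicate number moved it most, to 6.05 without replicate 1 and 5.27 without replicate 2. The difference between the Pdgfrα+ populations was within the replicate error (log2 fold change -0.13, adjusted p = 0.807, limma).

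*Nes* (ENSMUSG00000004891) spans positions 87775000 to 87784373 of chromosome 3, on the plus strand, with 4 exons. The highest value was in GFP+ Pdgfrα- cells, at 162 ± 19.4 (SD, n = 2), followed by 64.8 ± 10.2 (SD, n = 2) in GFP+ Pdgfrα+ cells, 37.2 ± 13.9 (SD, n = 2) in GFP- Pdgfrα+ cells and 6.33 ± 3.88 (SD, n = 2) in GFP- Pdgfrα- cells. Among Pdgfrα- cells, the log2 fold change of GFP+ over GFP- cells was 4.58 (standard error 0.34, adjusted p = 3.13e-07, limma). Among Pdgfrα+ cells it was 0.82 (standard error 0.34), which did not pass the threshold (adjusted p = 0.213, limma), and it was 0.44 without replicate 1 of the GFP- Pdgfrα+ cells. *Nes* was lower in GFP+ Pdgfrα+ than in GFP+ Pdgfrα- cells, with a log2 fold change of -1.32 (adjusted p = 0.0144, limma).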

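*Ly6a* (ENSMUSG00000075602; chromosome 15, 74825308 to 74828064, minus strand), which encodes the surface antigen Sca1, had a normalized value of 125 ± 32.4 (SD, n = 2) in GFP- Pdgfrα+ cells and 32.9 ± 7.64 (SD, n = 2) in GFP+ Pdgfrα+ cells. The log2 fold change of GFP+ Pdgfrα+ over GFP- Pdgfrα+ cells was -1.89 (standard error 0.34, adjusted p = 0.00714, limma). *Ly6a* was at the floor in GFP+ Pdgfrα- cells, so that the value in GFP+ Pdgfrα+ cells was at least 37.5-fold higher.

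*Cxcl12* (ENSMUSG00000061353; chromosome 6, 117118553 to 117131385, plus strand) reached 670 ± 54.9 (SD, n = 2) in GFP+ Pdgfrα+ cells, 153 ± 23.8 (SD, n = 2) in GFP- Pdgfrα+ cells, 67.7 ± 8.07 (SD, n = 2) in GFP+ Pdgfrα- cells and 13.2 ± 5.49 (SD, n = 2) in GFP- Pdgfrα- cells. The log2 fold change of GFP+ Pdgfrα+ cells was 2.13 over GFP- Pdgfrα+ cells (adjusted p = 0.000275, limma) and 3.29 over GFP+ Pdgfrα- cells (adjusted p = 1.59e-06, limma), each with a standard error of 0.23. *Kitl* (ENSMUSG00000019966; chromosome 10, 99478264 to 99563047, plus strand), which encodes stem cell factor, was 61.5 ± 7.92 (SD, n = 2) in GFP+ Pdgfrα+ cells, against 26.3 ± 2.46 (SD, n = 2) in GFP- Pdgfrα+ cells and 9.43 ± 3.21 (SD, n = 2) in GFP+ Pdgfrα- cells. Its log2 fold change over GFP- Pdgfrα+ cells was 1.19 (standard error 0.28, adjusted p = 0.0291, limma). This call was lost with a pseudocount of 0.1 (adjusted p = 0.0556, limma) and in the fit with the replicate block and a correction for GC content and length, added after the data were seen. Over the alternatives the adjusted p-value from limma or edgeR ranged from 0.00286 to 0.0882. *Kitl* had a log2 fold change of 2.61 over GFP+ Pdgfrα- cells (adjusted p = 3.81e-05, limma). *Angpt1* (ENSMUSG00000022309; chromosome 15, 42256273 to 42508523, minus strand) overlaps the predicted gene *Gm17473* on the opposite strand. Its value was 50.1 ± 21.5 (SD, n = 2) in GFP+ Pdgfrα+ cells, 14.7 ± 2.93 (SD, n = 2) in GFP- Pdgfrα+ cells and 11.0 ± 0.627 (SD, n = 2) in GFP+ Pdgfrα- cells. The log2 fold changes were 1.65 (adjusted p = 0.0141) and 2.02 (adjusted p = 0.0010) in limma. *Lepr* (ENSMUSG00000057722; chromosome 4, 101390009 to 101487957, plus strand) was 180 ± 30.0 (SD, n = 2) in GFP+ Pdgfrα+ cells, 102 ± 0.769 (SD, n = 2) in GFP- Pdgfrα+ cells and 13.6 ± 0.150 (SD, n = 2) in GFP+ Pdgfrα- cells. Over GFP+ Pdgfrα- cells its log2 fold change was 3.62 (adjusted p = 4.26e-06, limma). A log2 fold change of 0.80 (standard error 0.29) over GFP- Pdgfrα+ cells was not called (adjusted p = 0.148, limma). On the recovered reads, *Lepr* was called in this comparison by limma voom (adjusted p = 0.00874) and by edgeR (adjusted p = 0.0437), tests added after the data were seen. Over its alternatives the adjusted p-value from limma or edgeR ranged from 0.00874 to 0.279.

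The median log2 fold change of *Cxcl12*, *Kitl*, *Angpt1* and *Lepr* was 1.42 over GFP- Pdgfrα+ cells (camera, adjusted p = 0.000127) and 2.95 over GFP+ Pdgfrα- cells (camera, adjusted p = 7.59e-05). Camera in limma compares a list with all other genes at a preset inter-gene correlation of 0.01. Of the 63 tests of 21 lists in 3 comparisons, 45 were called by camera, 44 of these also by the rotation test fry, and 1 with the correlation estimated from the data. Over GFP- Pdgfrα+ cells, 3 of the 4 genes were called among all genes and 4 when adjusted over the list alone. All 4 were called over GFP+ Pdgfrα- cells either way. The study reports these genes from the same samples, so the count over the list alone is not independent evidence.

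**Figure D1:**
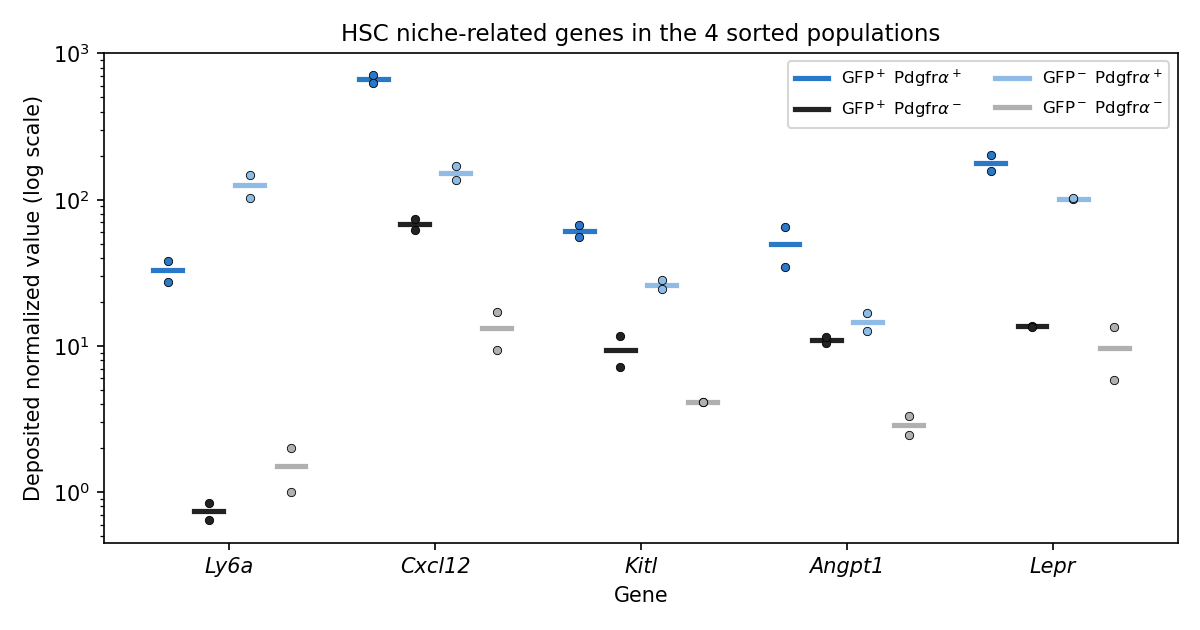
Normalized values of *Ly6a*, the HSC maintenance genes and the leptin receptor gene on a log axis in the 4 populations. Dots are libraries and bars are means of 2. *Ly6a* has its highest mean in GFP- Pdgfrα+ cells, and each of the other genes in GFP+ Pdgfrα+ cells.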

Interestingly, whereas *Ly6a*/*Sca1* expression was higher in GFP^−^Pdgfrα^+^ cells (Figure 5—figure supplement 1A,B), the expression levels of HSC maintenance genes (*Cxcl12*, *Kitl* and *Angpt1*) and the *Leptin receptor*, which marks HSC niche-forming mesenchymal cells (Ding et al., 2012), was highly enriched in GFP^+^ Pdgfrα^+^ cells (Figure 5B). This population also abundantly expressed other genes enriched in MSCs (Figure 5—figure supplement 1C). In contrast, Nes-GFP^+^ Pdgfrα^−^ cells expressed genes characteristic of Schwann cell precursors (*Sox10*, *Plp1*, *Erbb3*, *Dhh*) but did not express mature Schwann cell genes, such as *Gfap* (Figure 5C). 

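Figure 5—figure supplement 1C shows 10 genes, 1 of which encodes osterix (*Sp7*). *Runx2* (ENSMUSG00000039153; chromosome 17, 44632936 to 44951746, minus strand) overlaps another annotated identifier of the same symbol and *Gm10497*, so its reads can be shared. Its normalized value was 387 ± 159 (SD, n = 2) in GFP+ Pdgfrα+ cells, 71.3 ± 3.14 (SD, n = 2) in GFP- Pdgfrα+ cells and 30.1 ± 1.24 (SD, n = 2) in GFP+ Pdgfrα- cells. It rose with a log2 fold change of 2.36 over GFP- Pdgfrα+ cells (adjusted p = 0.000181, limma) and 3.58 over GFP+ Pdgfrα- cells (adjusted p = 1.10e-06, limma). *Cdh11* (ENSMUSG00000031673; chromosome 8, 105156895 to 105309011, minus strand) had the highest value of the 10 genes in GFP+ Pdgfrα+ cells, at 588 ± 99.5 (SD, n = 2). Its log2 fold change was 1.00 over GFP- Pdgfrα+ cells (adjusted p = 0.0111, limma) and 3.56 over GFP+ Pdgfrα- cells (adjusted p = 3.30e-07, limma). *Cdh2* (ENSMUSG00000024304; chromosome 18, 16747386 to 16967755, minus strand) was 311 ± 78.8 (SD, n = 2) in GFP+ Pdgfrα+ cells, with log2 fold changes of 2.68 and 2.61 (adjusted p = 3.34e-05 and 4.90e-06, limma). *Bglap* (ENSMUSG00000074483; chromosome 3, 88187423 to 88188386, minus strand), whose reads can be split with the paralog *Bglap2*, was 39.0 ± 4.87 (SD, n = 2) in GFP+ Pdgfrα+ cells and 1.47 ± 0.602 (SD, n = 2) in GFP- Pdgfrα+ cells. *Pth1r* (ENSMUSG00000032492; chromosome 9, 110624592 to 110649649, minus strand) was 55.7 ± 12.8 (SD, n = 2) and 15.6 ± 0.838 (SD, n = 2) in the same populations. Both genes were called over GFP- Pdgfrα+ cells, with log2 fold changes of 4.03 and 1.76 (adjusted p = 0.000123 and 0.00433, limma).

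The remaining genes, apart from *Sp7*, were not called higher in GFP+ Pdgfrα+ cells than in both populations. *Vcam1* (ENSMUSG00000027962; chromosome 3, 115812938 to 115832606, minus strand) was 110 ± 18.4 (SD, n = 2) in GFP+ Pdgfrα+ cells and 27.2 ± 3.02 (SD, n = 2) in GFP- Pdgfrα+ cells, a log2 fold change of 1.97 (adjusted p = 0.000213, limma). Its value of 101 ± 10.7 (SD, n = 2) in GFP+ Pdgfrα- cells was within the replicate error of the GFP+ Pdgfrα+ value (log2 fold change 0.11, adjusted p = 0.744, limma), and the sign turned without replicate 1 of the GFP+ Pdgfrα+ cells (-0.059). *Alcam* (ENSMUSG00000022636; chromosome 16, 52249109 to 52454187, minus strand) was higher in GFP+ Pdgfrα- cells, at 53.0 ± 1.64 (SD, n = 2), than in GFP+ Pdgfrα+ cells, at 24.2 ± 4.67 (SD, n = 2; log2 fold change -1.11, adjusted p = 0.0176, limma). Over GFP- Pdgfrα+ cells its log2 fold change was 1.36 (adjusted p = 0.0210, limma), and this call was lost in the fit with the replicate block and a correction for GC content and length, added after the data were seen (adjusted p = 0.0726, limma; range over the alternatives 0.00619 to 0.0726). *Eng* (ENSMUSG00000026814; chromosome 2, 32502115 to 32538189, plus strand), whose exons overlap *Ak1* on the same strand and *Fpgs* on the other, was called over GFP+ Pdgfrα- cells (log2 fold change 1.01, adjusted p = 0.00132, limma) and not over GFP- Pdgfrα+ cells (log2 fold change -0.31, adjusted p = 0.381, limma). *Thy1* (ENSMUSG00000032011; chromosome 9, 43851467 to 43856662, plus strand) was called in neither comparison (adjusted p = 0.695 and 0.170, limma). Its log2 fold change of -0.40 over GFP- Pdgfrα+ cells became 0.085 without replicate 2 of the GFP+ Pdgfrα+ cells, and that of 0.90 over GFP+ Pdgfrα- cells became -0.12 without replicate 1.

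Over GFP- Pdgfrα+ cells, 8 of the 10 genes were called higher, by all genes and adjusted over the list alone. Over GFP+ Pdgfrα- cells, 7 were called higher and 1 lower, 8 in all, by either count. The study shows these genes for the same samples, so the counts over the list alone are not independent evidence. The list's median log2 fold change was 1.86 over GFP- Pdgfrα+ cells (camera, adjusted p = 9.41e-09) and 2.77 over GFP+ Pdgfrα- cells (camera, adjusted p = 1.49e-05).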

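*Sox10* (ENSMUSG00000033006; chromosome 15, 78985343 to 78994920, minus strand) had a normalized value of 84.5 ± 1.86 (SD, n = 2) in GFP+ Pdgfrα- cells and 11.4 ± 2.87 (SD, n = 2) in GFP+ Pdgfrα+ cells. The log2 fold change of GFP+ Pdgfrα+ over GFP+ Pdgfrα- cells was -2.81 (standard error 0.41, adjusted p = 0.000428, limma). *Erbb3* (ENSMUSG00000018166; chromosome 10, 128004579 to 128026708, minus strand) was 131 ± 0.0686 (SD, n = 2) in GFP+ Pdgfrα- cells and 21.4 ± 1.20 (SD, n = 2) in GFP+ Pdgfrα+ cells, a log2 fold change of -2.56 (adjusted p = 4.91e-05, limma). *Dhh* (ENSMUSG00000023000; chromosome 15, 98723462 to 98728971, minus strand) was 26.1 ± 2.82 (SD, n = 2) and 4.52 ± 1.12 (SD, n = 2). Its log2 fold change was -2.30 (adjusted p = 0.00486, limma). It was no longer called with a pseudocount of 0.1 (adjusted p = 0.0829, limma; range over the alternatives 0.00198 to 0.0829). The study reports these genes from the same samples.

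*Gfap* (ENSMUSG00000020932; chromosome 11, 102748650 to 102762226, minus strand) was not detectable above the floor in GFP+ Pdgfrα- cells, with a value of 0.246 ± 0.167 (SD, n = 2). In GFP+ Pdgfrα+ cells it was 0.860 ± 1.02 (SD, n = 2), with reads in 1 library only. The highest value was in GFP- Pdgfrα- cells, 8.43 ± 3.59 (SD, n = 2), at least 9.63-fold above GFP+ Pdgfrα- cells (adjusted p = 0.000228, limma).

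**Figure D2:**
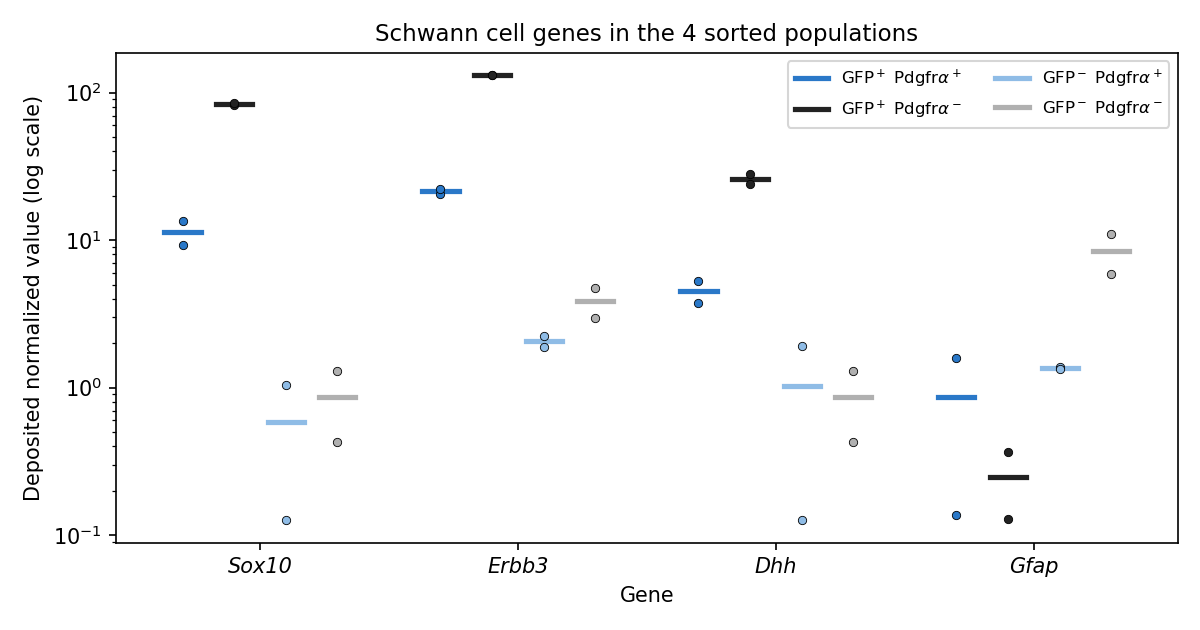
Normalized values of *Sox10*, *Erbb3*, *Dhh* and *Gfap* on a log axis in the 4 populations. Dots are libraries and bars are means of 2. *Sox10*, *Erbb3* and *Dhh* are highest in GFP+ Pdgfrα- cells and *Gfap* in GFP- Pdgfrα- cells.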

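Between the Pdgfrα+ populations, 849 of 15880 genes were called at an adjusted p-value of at most 0.05 in limma, 511 higher and 338 lower in GFP+ Pdgfrα+ cells. In each of them both libraries of one population lay above both of the other. This held for 48% of all genes, against 33.3% by chance. Without the mean-variance trend 532 genes were called, and at an unadjusted p-value of at most 0.10 the count moved most, to 4154. With the 2 populations alone in the fit, 772 were called, 390 higher and 382 lower, and 605 of these were among the 849.

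The largest increase was that of *Slc13a5* (chromosome 11, 72055496 to 72080724, minus strand), which overlaps *1700051A21Rik* on the opposite strand. Its value was 161 ± 13.8 (SD, n = 2) in GFP+ Pdgfrα+ cells and 1.87 ± 0.749 (SD, n = 2) in GFP- Pdgfrα+ cells, 86.5-fold higher, with a log2 fold change of 5.85 (adjusted p = 1.34e-06, limma). Other large increases were those of the bone matrix genes *Ibsp*, *Dmp1* and *Spp1*, with log2 fold changes of 5.40, 4.90 and 4.44. On the log2(value + 1) scale, the largest decrease was that of *Tnmd* (chromosome X, 130385519 to 130400116, plus strand), at -3.90 (adjusted p = 1.34e-06, limma). Its value was 383 ± 32.8 (SD, n = 2) in GFP- Pdgfrα+ cells and 24.9 ± 4.89 (SD, n = 2) in GFP+ Pdgfrα+ cells. *Kera*, *Lect1* and *Pappa2* were next, at -3.88, -3.58 and -3.46, with *Ptx4*, which was at the floor in GFP+ Pdgfrα+ cells and at least 17.4-fold lower. As a ratio of values, the decrease of *Lect1* was larger than that of *Tnmd*. *Lect1* was 27.7 ± 19.4 (SD, n = 2) in GFP- Pdgfrα+ cells and 1.29 ± 1.23 (SD, n = 2) in GFP+ Pdgfrα+ cells.

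No gene ontology table was used here. Lists of marker genes, fixed before the data were examined, were tested with camera. A list of 13 osteoblast genes had a median log2 fold change of 3.74 (adjusted p = 2.01e-23), and 12 of its genes were called over all genes and 13 adjusted over the list alone. This list shares *Bglap*, *Sp7*, *Runx2* and other genes with those the study shows. A list of 20 axon guidance genes had a median of 0.55 (adjusted p = 2.44e-05), with 8 called higher and 2 lower over all genes and 12 called adjusted over the list alone. For vessels, 10 endothelial genes had a median of 0.12 (adjusted p = 0.718). It was -0.10 without replicate 2 of the GFP+ Pdgfrα+ cells, 0.38 without replicate 1 of them, and 0.00 with the genes at the floor at their bound. The cells had been sorted as negative for the endothelial marker CD31, and 4 of the 10 genes were at the floor. This list therefore cannot test the paper's ontology category of blood vessel development. A list of 10 genes of mural cells, the contractile cells around vessels, had a median of 1.00 (adjusted p = 4.09e-06). A list of 7 further Schwann cell precursor genes had a median of 0.90 (adjusted p = 0.0011), which rose to 1.41 without replicate 2 of the GFP+ Pdgfrα+ cells.

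All of the 50 genes that Figure 5—figure supplement 2 shows as higher were higher in GFP+ Pdgfrα+ than in GFP- Pdgfrα+ cells, with a median log2 fold change of 3.30, and all 50 were called. All of the 50 genes it shows as lower were lower, with a median of -2.17, and 47 of them were called over all genes and 50 adjusted over the list alone. The figure's genes were chosen on these samples, so these counts are not independent evidence. Between GFP+ Pdgfrα+ and GFP+ Pdgfrα- cells, the figure's direction held for 51 of the 100 genes, 42 of those shown as higher and 9 of those shown as lower.

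**Figure D3:**
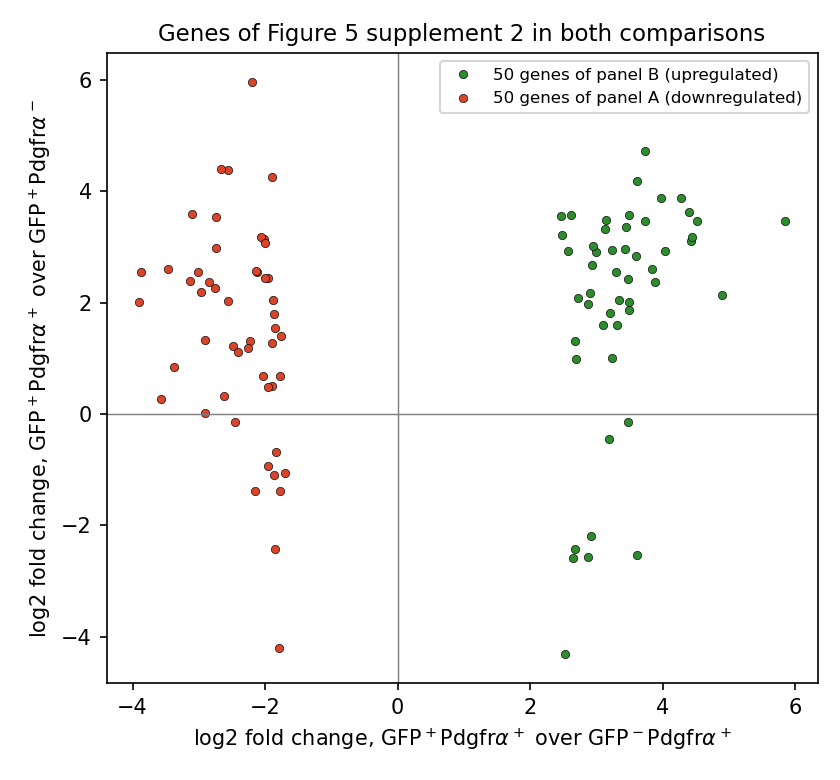
Log2 fold changes of the 100 genes of Figure 5—figure supplement 2, GFP+ Pdgfrα+ against GFP- Pdgfrα+ cells on the x axis and against GFP+ Pdgfrα- cells on the y axis. Each dot is a gene, green for the 50 shown as higher in the supplement and red for the 50 shown as lower. On the x axis all 100 genes lie on the side the supplement shows, and on the y axis 51 do.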

Gene ontology analysis of differentially expressed genes between the two Pdgfrα^+^ subpopulations revealed enrichment of categories related to ossification, bone and blood vessel development, axon guidance, and Schwann cell differentiation (Figure 5—figure supplement 1D and supplement 2).

**Figure 5.**
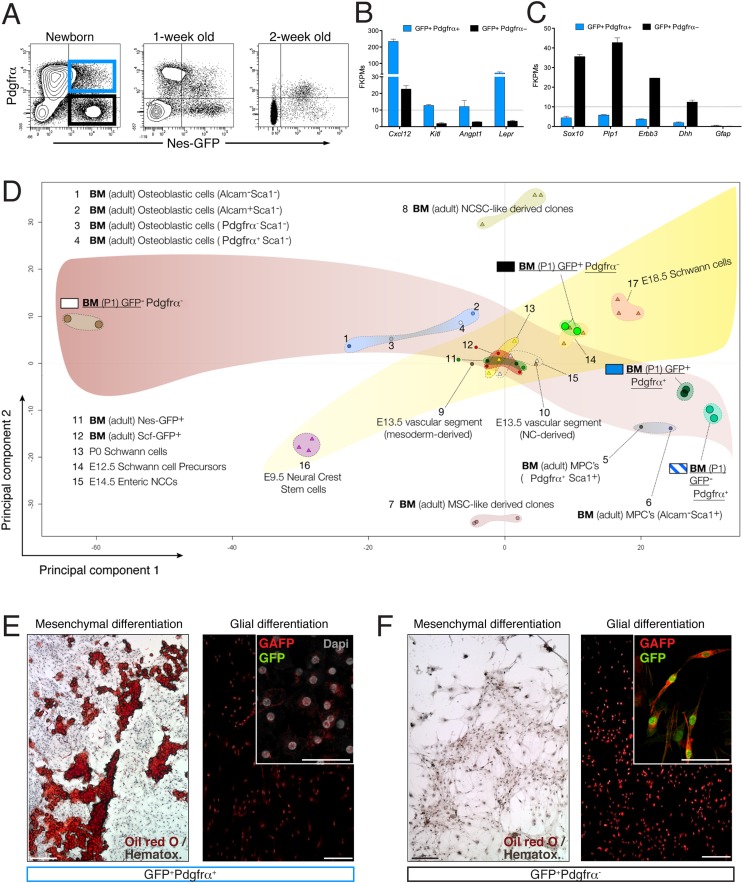
The neonatal bone marrow Nestin-GFP^+^ population contains Pdgfrα^+^ MSCs and Pdgfrα^−^ Schwann cell precursors. (**A**) Representative flow cytometry profiles showing Nes-GFP and Pdgfrα expression in postnatal BMSCs. (**B** and **C**) Relative mRNA expression levels of (**B**) HSC niche-related genes and (**C**) Schwann cell progenitor genes by GFP^+^ Pdgfrα^+^ (black) or GFP^+^ Pdgfrα^−^ BMSCs. RNAseq data are expressed as fragments per kilobase of exon per million fragments mapped (FPKM; *n=2* independent samples from pooled newborns). Note that the neonatal GFP^+^ Pdgfrα^−^ subpopulation has a Schwann cell progenitor signature (**C**), whereas GFP^+^ Pdgfrα^+^ cells are enriched in HSC maintenance genes. (**D**) Principal component analysis comparing the transcriptome of neonatal *Nes-Gfp* bone marrow stromal subsets with available microarray expression data sets from neural crest-derived populations and primary adult mouse BMSCs (Table 1). (**E** and **F**) In vitro differentiation of neonatal subpopulations isolated as in (**A**) and cultured in mesenchymal (mesenchymal) and Schwann cell (glial) differentiation medium. Adipocytes were stained with Oil Red O (red) and counterstained with hematoxylin (left panels); Schwann cells were stained with antibodies against glial fibrillary acidic protein (Gfap, red) and overlaid with endogenous GFP fluorescence (right panels). Scale bars: 200 μm (top right insets: 50 μm). **DOI:** http://dx.doi.org/10.7554/eLife.03696.011

**Figure 5—figure supplement 1.**
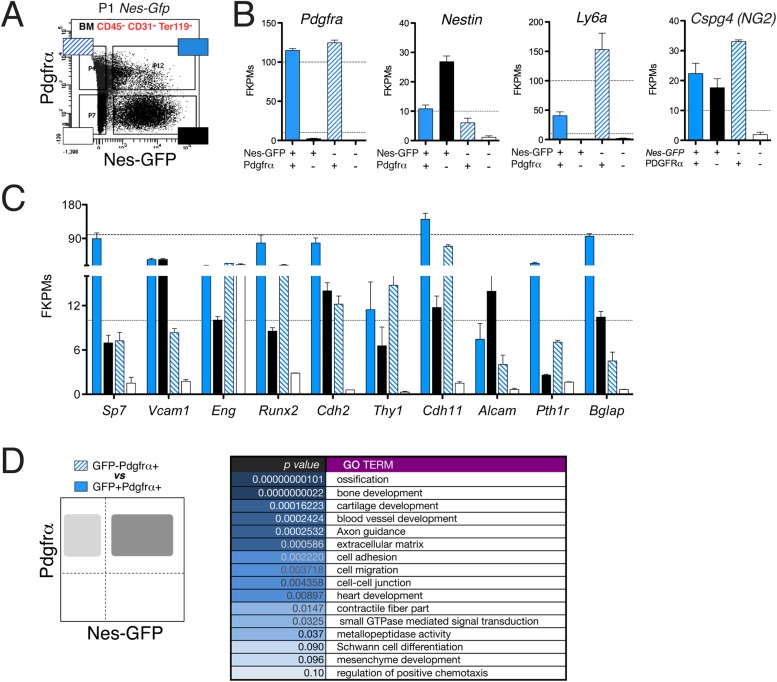
The neonatal Nes-GFP^+^ bone marrow population is enriched in primitive mesenchymal progenitors. (**A**) Representative FACS profile of GFP and Pdgfrα expression in CD45^−^ CD31^−^ Ter119^−^ BMSCs from neonatal *Nes-Gfp* long bones. Four different stromal subpopulations identified based on expression levels of Pdgfrα and GFP were isolated and analyzed by RNAseq. (**B**) Endogenous transcript expression levels of *Nestin*, *Pdgfra*, *Cspg4 (NG2)*, and *Sca1 (Ly6a)* in isolated stromal populations depicted in (**A**), expressed in fragments per kilobase of exon per million fragments mapped (FPKM). (**C**) Expression profiles of characteristic mesenchymal genes in the stromal subpopulations. (**D**) Functional gene ontology enrichment analysis (DAVID software) of genes differentially expressed (p ≤ 0.10) between the GFP^+^ and GFP^−^ subsets of P1 Pdgfrα^+^ bone marrow stromal cells. **DOI:** http://dx.doi.org/10.7554/eLife.03696.012

**Figure 5—figure supplement 2.**
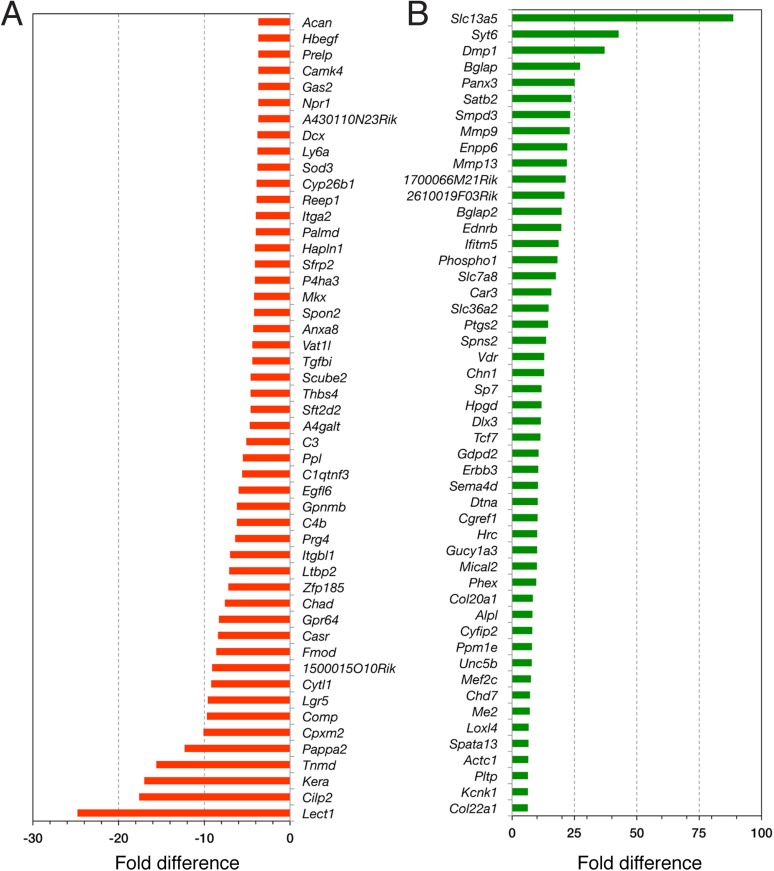
RNA-seq data analysis. Top 50 downregulated (**A**) and upregulated (**B**) genes in Nes-GFP^+^ Pdgfrα^+^ and Nes-GFP^+^ Pdgfrα^−^ cells from P1 bone marrow stroma. **DOI:** http://dx.doi.org/10.7554/eLife.03696.013

To further characterize nestin^+^ subpopulations, we compared the transcriptome-wide profile of neonatal Nes-GFP^+/−^ Pdgfrα^+/−^ BMSCs with publicly available microarray expression data sets from primary adult BMSCs or neural crest derivatives (Table 1). Unbiased hierarchical clustering and principal component analysis (Figure 5D) revealed that Nes-GFP^+^ Pdgfrα^+^ cells were more similar to adult primitive BMSCs and distinct from more differentiated osteoblastic cells (Nakamura et al., 2010). 

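Distances between the 8 RNA-seq libraries were taken as the root mean square log2 difference over all genes in the table. The array data sets were not analysed here. The libraries of GFP+ Pdgfrα+ and GFP- Pdgfrα+ cells lay 0.766 ± 0.013 apart (SD over 4 pairs of libraries), where the 2 libraries of each population lay 0.641 and 0.525 apart. The distance between these populations was the smallest of the 6. GFP- Pdgfrα- cells lay farthest from them, at 1.93 ± 0.034 (SD over 4 pairs) from GFP+ Pdgfrα+ cells. Over the 500 genes with the largest variance the distance between the Pdgfrα+ populations was 1.34, the alternative that moved it most. Spearman correlations across genes, which are not independent replicates, were 0.934 to 0.939 between libraries of the Pdgfrα+ populations and 0.956 and 0.969 within them. These distances carry no p-value.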

Pdgfrα^+^ Nes-GFP^+/−^ cells clustered nearby, consistent with the increasing restriction of Pdgfrα to Nes-GFP^+^ cells in postnatal bone marrow. In addition, Nes-GFP^+^ Pdgfrα ^+^ cells clustered far from Nes-GFP^+^ Pdgfrα^−^ cells, whose genomic profile was closest to that of E12.5 Schwann cell precursors. 

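GFP+ Pdgfrα+ and GFP+ Pdgfrα- libraries lay 1.08 ± 0.021 apart (SD over 4 pairs of libraries), 1.40 ± 0.038 times the distance between the Pdgfrα+ populations. The 2 GFP+ Pdgfrα- libraries lay 0.516 apart. This ratio stayed above 1 under every alternative tried, and was 1.30 with a pseudocount of 0.1 and 1.96 over the 500 genes with the largest variance. Spearman correlations across genes were 0.869 to 0.884 between GFP+ Pdgfrα+ and GFP+ Pdgfrα- libraries. GFP+ Pdgfrα- cells lay 1.18 ± 0.019 (SD over 4 pairs) from GFP- Pdgfrα+ cells. In a principal component analysis of the 8 libraries, component 1 held 68.4% of the variance and separated GFP- Pdgfrα- libraries from the others. Component 2 held 17.2%, with GFP+ Pdgfrα- libraries at -84.7 and -82.0, GFP+ Pdgfrα+ libraries at 20.2 and 23.7 and GFP- Pdgfrα+ libraries at 44.3 and 43.2. Between GFP+ Pdgfrα+ and GFP+ Pdgfrα- cells, 3848 genes were called by limma at an adjusted p-value of at most 0.05, 2080 higher and 1768 lower in GFP+ Pdgfrα+ cells, against 1988 and 2096 under quantile normalization. At an unadjusted p-value of at most 0.10, this count moved most, to 6900.

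On the log2(value + 1) scale, the largest increase in GFP+ Pdgfrα+ over GFP+ Pdgfrα- cells was that of *Mfap5* (chromosome 6, 122455863 to 122479308, plus strand), at 6.81 (adjusted p = 2.64e-08, limma). *Cilp* (6.25), *Thbs4* (5.97), *Smoc2* (5.97) and *Penk* (5.96) followed on this scale. Among the decreases, *Iqsec3* (chromosome 6, 121322948 to 121423696, minus strand) was at the floor in GFP+ Pdgfrα+ cells and at least 74.0-fold lower than in GFP+ Pdgfrα- cells, where it was 73.0 ± 5.50 (SD, n = 2). *Msc* and *Vgll2* had log2 fold changes of -5.06 and -4.86. *AF085738* had one of -5.41, with values of 386 and 100.5 in the GFP+ Pdgfrα- libraries, and the predicted gene *Gm17639* was at least 36.3-fold lower.

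**Figure D4:**
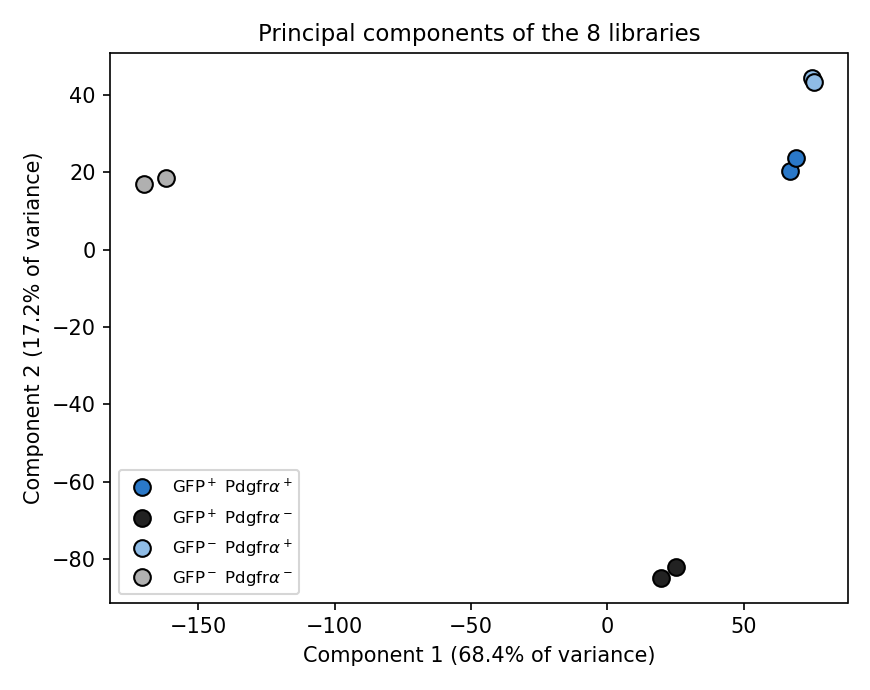
Principal components 1 and 2 of the 8 libraries on the log2(value + 1) scale over all genes in the table. Each dot is a library, coloured by population. GFP- Pdgfrα- libraries stand apart on component 1 (68.4% of the variance) and GFP+ Pdgfrα- libraries on component 2 (17.2%).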

MSC-like and neural crest stem-cell-like derived clones (Wislet-Gendebien et al., 2012) were markedly different, probably because these were cultured cells. Intriguingly, we noted a maturation hierarchy of Schwann and osteolineage cells, from undifferentiated cells (Figure 5D, lower corners) to more mature lineages (Figure 5D, contralateral upper corners). At the intersection of these differentiation waves, adult bone marrow CD45^−^ Nes-GFP^+^ cells (Mendez-Ferrer et al., 2010) converged with bone marrow HSC niche cells identified by the expression of stem cell factor (Ding et al., 2012). These results suggest the existence of two nestin^+^ populations with non-overlapping MSC and Schwann cell precursor features. To test this hypothesis functionally, we cultured neonatal Nes-GFP^+/−^ Pdgfrα^+/−^ BMSCs in differentiation medium, finding that mesenchymal and glial differentiation was segregated in Pdgfrα^+^ and Pdgfrα^−^ cells, respectively (Figure 5E,F). Thus two Nes-GFP^+^ neural crest derivatives occur in postnatal bone marrow: Pdgfrα^+^ MSCs enriched in HSC-supporting genes and Pdgfrα^−^ Schwann cell precursors.

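The features of each population were also compared with the GFP- population of the same Pdgfrα status. In GFP+ Pdgfrα+ cells, *Sox10* was at least 11.8-fold above GFP- Pdgfrα+ cells, where it was at the floor. *Erbb3* had a log2 fold change of 2.88 (adjusted p = 0.000166, limma). *Dhh*, at 1.59, or 0.90 without replicate 1 of the GFP- Pdgfrα+ cells, was not called (adjusted p = 0.0903, limma). It was called in the fit with the replicate block and a correction for GC content and length (adjusted p = 0.0458, limma; range over the alternatives 0.0458 to 0.154). That fit was added after the data were seen. The study reports these genes from the same samples. In GFP+ Pdgfrα- cells, the 10 MSC genes of Figure 5—figure supplement 1C had a median log2 fold change of 2.05 over GFP- Pdgfrα- cells (1.83 with genes at the floor at their bound; camera, adjusted p = 0.00355). Erythroid genes took 1.48% of the reads in GFP- Pdgfrα- cells, and erythroid RNA would dilute other transcripts there. From clustering and principal component analysis with published array data, the paper proposes that nestin+ cells comprise one population with MSC features and another with Schwann cell precursor features. It then cultured the sorted cells, and reports mesenchymal differentiation in Pdgfrα+ cells and glial differentiation in Pdgfrα- cells. Neither the array data nor the cultures were analysed here.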

**Table 1.** Description of publicly available data sets used for principal component analyses **DOI:** http://dx.doi.org/10.7554/eLife.03696.014

Plot ID	Cell Population	GEO* samples	Sample description	Ref
**1**	BM osteoblastic cells (Alcam^-^ Sca1^-^)	GSM437794	BM (adult) primary stromal† Alcam^-^ Sca1^-^	‡
**2**	BM osteoblastic cells (Alcam^+^ Sca1^-^)	GSM437795	BM (adult) primary stromal† Alcam^+^ Sca1^-^	
**3**	BM osteoblastic cells (Pdgfrα^-^ Sca1^-^)	GSM437797	BM (adult) primary stromal† Pdgfrα^-^ Sca1^-^	
**4**	BM osteoblastic cells ( Pdgfrα^+^ Sca1^-^)	GSM437798	BM (adult) primary stromal† Pdgfrα^+^ Sca1^-^	
**5**	BM MPC’s (Pdgfrα^+^ Sca1^+^)	GSM437799	BM (adult) primary stromal† Mesenchymal progenitor cells (MPC) (Pdgfrα^+^ Sca1^+^)	
**6**	BM MPC’s (Alcam^+^ Sca1^+^)	GSM437796	BM (adult) primary stromal† Mesenchymal progenitor cells (MPC) (Alcam^+^ Sca1^+^)	
**7**	BM MSC-like derived clones	GSM795638-40	BM MSC-derived cell line, Wnt1Cre/R26R β-gal^-^ selected clone passage>10	§
**8**	BM NCSC-derived clones	GSM795641-43	BM NCSC-derived cell line, Wnt1Cre/R26R β-gal^-^ selected clone passage>10	
**9**	E13.5 vascular segment (mesoderm-derived)	GSM261911	E13.5 internal carotid artery vascular segment (smooth muscle mesoderm-derived)	¶
**10**	E13.5 vascular segment (NC derived)	GSM261912	E13.5 external carotid artery vascular segment (smooth muscle NC-derived)	
**11**	BM (adult) Nes-GFP^+^	GSM545815-17	BM (adult) primary (CD45^-^) Nes-GFP^+^ cells	**
**12**	BM (adult) Scf-GFP^+^	GSM821066-68	BM (adult) primary Scf-GFP+ cells	††
**13**	P0 Schwann cells	GSM15386-88	P0 primary Schwann cells (Plp-GFP^+^) from sciatic nerve	‡‡
**14**	E12.5 Schwann cell precursors (SCPs)	GSM15373-75	E12.5 primary Schwann cell precursors (Plp-GFP^+^) from sciatic nerve	
**15**	E14.5 Enteric Neural crest cells (ENCC)	GSM844492-94	E14.5 primary ENCCs (Wnt1Cre/R26-YFP^+^) from gut	
**16**	E9.5 Neural crest stem cells (NCSC)	GSM15370-72	E9.5 trunk primary Plp-GFP+ cells (migrating NCSCs)	
**17**	E18.5 Schwann cells	GSM15383-85	E18.5 primary Schwann cells (Plp-GFP^+^) cells from sciatic nerve	

* Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/).

† CD45^-^CD31^-^Ter119^-^.

**References:**.

‡ Nakamura *et al.* Isolation and characterization of endosteal niche cell populations that regulate hematopoietic stem cells. Blood (2010) vol. 116 (9) pp. 1422-32.

§ Wislet-Gendebien *et al.* Mesenchymal stem cells and neural crest stem cells from adult bone marrow: characterization of their surprising similarities and differences. Cell Mol Life Sci (2012)vol. 69 (15) pp. 2593-608.

¶ Zhang *et al.* Origin-specific epigenetic program correlates with vascular bed-specific differences in Rgs5 expression. FASEB J (2012) vol. 26 (1) pp. 181-91.

** Méndez-Ferrer *et al.* Mesenchymal and haematopoietic stem cells form a unique bone marrow niche. Nature (2010) vol. 466 (7308) pp. 829-34.

†† Ding and Morrison. Haematopoietic stem cells and early lymphoid progenitors occupy distinct bone marrow niches. Nature (2013) pp. 1-6.

‡‡ Buchstaller *et al.* Efficient isolation and gene expression profiling of small numbers of neural crest stem cells and developing Schwann cells. J Neurosci (2004) vol. 24 (10) pp. 2357-65.

### Deficient migration of neural crest-derived cells along nerves reduces the bone marrow MSC and HSC populations

Under similar culture conditions used to grow neural crest cells, adult mouse bone marrow Nes-GFP^+^ cells can form self-renewing and multipotent mesenchymal spheres with the capacity to transfer hematopoietic activity to ectopic sites during serial transplantations (Mendez-Ferrer et al., 2010). In addition, human bone marrow-derived mesenspheres secrete factors that can expand human cord blood HSCs through secreted factors (Isern et al., 2013). These findings and the results presented so far together suggest that neural crest-derived MSCs might have a specialized function in establishing the HSC niche in the developing bone marrow. We further studied the role of neural crest-derived cells in this process using a loss-of-function model. Perineural migration of neural crest-derived cells requires the interaction of the receptor tyrosine-protein kinase ErbB3 with the ligand neuregulin-1, produced by developing nerves (Jessen and Mirsky, 2005). *Erbb3*-deficient mice initially show normal development of peripheral nerves but later display impaired perineural migration of neural crest-derived cells and die at perinatal stage (Riethmacher et al., 1997). Hematopoietic progenitors were increased in fetal liver of KO mice (Figure 6A). In contrast, expression of the MSC marker CD90, enriched in Nes-GFP^+^ cells (Figure 6B,C), was reduced two-fold in *Erbb3*^−/−^ limb bone marrow, associated with 5-fold drop in the number of bone marrow hematopoietic progenitors (Figure 6D,G). To further dissect the contribution of neural crest to fetal hematopoiesis, we performed a similar analysis in mice conditionally lacking ErbB3 in Schwann-committed cells. To label Schwann cells, we intercrossed *R26-Tomato* reporter mice intercrossed with a line expressing Cre recombinase under the regulatory elements of desert hedgehog (*Dhh*) promoter (Jaegle et al., 2003) (Figure 6—figure supplement 1A–C). These *Dhh-Cre* mice were then intercrossed with the ErbB3 conditional KO. Similar to the constitutive KO, *Dhh-Cre*;*Erbb3*^*fl/fl*^ mice are virtually devoid of Schwann cells (Sheean et al., 2014); however, unlike the constitutive KO, *Dhh-Cre*;*Erbb3*^*fl/fl*^ mice had a normal frequency of bone marrow hematopoietic progenitors (Figure 6—figure supplement 1D). Together, these results suggest that neural crest cells not yet committed to the Schwann cell lineage migrate along developing nerves to the bone marrow, giving rise to HSC niche-forming MSCs.

**Figure 6.**
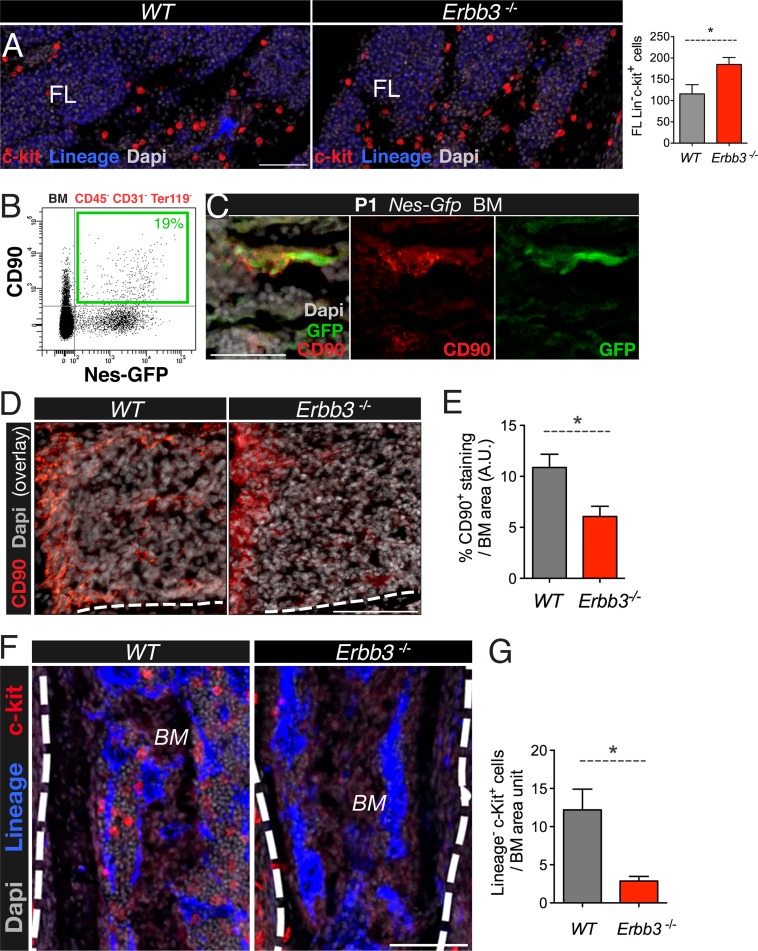
Perineural migration of neural crest-derived cells to long bones generates nestin^+^ MSCs with specialized HSC niche function. (**A**) E17.5-E18.5 fetal liver (FL) sections from wild-type (wt) and *Erbb3*-null embryos stained with antibodies for mature hematopoietic lineage (blue) and c-Kit (red). Quantification of fetal liver Lin^−^ c-Kit^+^ hematopoietic progenitors (per 0.41 mm^2^). (**B**) Representative FACS profile of CD45^-^ CD31^-^Ter119^-^ bone marrow cells from 2-week old *Nes-Gfp* mice stained with the mesenchymal marker CD90, showing the expression enrichment in Nes-GFP^+^ cells. (**C**) Neonatal bone marrow section stained with anti-CD90 (red), which labeled Nes-GFP^+^ (green) cells. Scale bar: 50 μm. (**D**) Representative bone marrow sections from wt and *Erbb3*-null E17.5/18.5 mice immunostained with anti-CD90 (red). (**E**) Quantification of CD90 immunostaining of samples in (**D**); *n* = 3. (**F**) Staining of bone marrow sections from wt and *Erbb3*-null embryos with antibodies for mature hematopoietic lineage (blue) and c-Kit (red). (**G**) Quantification of bone marrow Lineage^−^ c-Kit^+^ hematopoietic progenitors in E17.5/18.5 wt and *Erbb3*-null mice (*n* = 3). (**E**, **G**) Mean ± SEM; *p < 0.05, unpaired two-tailed *t* test. **DOI:** http://dx.doi.org/10.7554/eLife.03696.015

**Figure 6—figure supplement 1.**
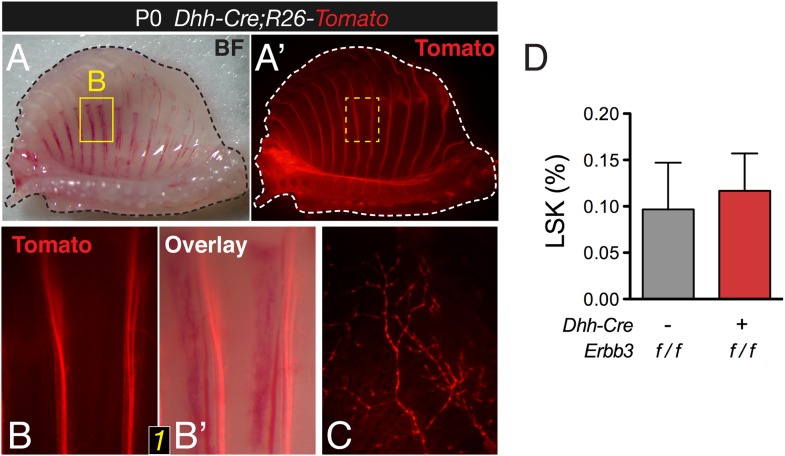
Conditional *Erbb3* deletion after glial specification of Schwann cell precursors does not affect bone marrow HSCs. (**A-A**′) Whole-mount view of ventral ribcage of a *Dhh-Cre*;*R26-Tomato* neonate, showing labeling of glial cells along the intercostal peripheral nerves (red). (**B-B**′) Surface detail of Tomato^+^ Schwann cells between 2 ribs. (**C**) High magnification of ventral skull showing an intricate network of Tomato^+^ Schwann cells. (**D**) Frequency of hematopoietic lineage^−^ c-Kit^+^ Sca-1^+^ (LSK) cells in neonatal bone marrow of *Dhh-Cre;Erbb3*^*f/f*^ and control littermate mice (mean ± SD, *n* = 4–5). **DOI:** http://dx.doi.org/10.7554/eLife.03696.016

### Neural crest-derived nestin^+^ cells direct developmental HSC migration to the bone marrow

Despite the low frequency of HSCs and Nes-GFP^+^ cells, detailed immunofluorescence analysis showed significant proximity of HSCs to Nes-GFP^+^ cells in neonatal bone marrow (Figure 7A,B), suggesting that nestin^+^ cells might attract circulating HSCs toward their final developmental destination in the bone marrow. To study the contribution of nestin^+^ cells to HSC migration from fetal liver to bone marrow, we used mice expressing the diphtheria toxin (iDTA) or its receptor (iDTR) in nestin^+^ cells. Depletion of nestin^+^ cells at E15.5 in *Nes-CreER*^*T2*^;*iDTR* mice caused an ∼4-fold reduction in fetal bone marrow HSC activity within 48 hr, inversely correlating with an ∼8-fold increase in fetal liver HSC activity (Figure 7C,D). The cell cycle profile and apoptosis in hematopoietic progenitors were unchanged (Figure 7—figure supplement 1A), but their numbers increased in fetal liver by 40% (Figure 7E). Similar results were obtained by depleting nestin^+^ cells during the first postnatal week in *Nes-CreER*^*T2*^*;iDTA* mice, which otherwise showed normal bone marrow histology (Figure 7F and Figure 7—figure supplement 1B). Developmental HSC migration to bone marrow proceeds until the second week after birth (Dzierzak and Speck, 2008), suggesting that the bone marrow environment might still mature during this period to accommodate HSCs. We therefore analyzed GFP^+/−^ BMSCs from E18.5 and P7 *Nes-Gfp* bone marrow. The expression of HSC-supporting genes was markedly higher and progressively upregulated in GFP^+^ cells during the first postnatal week (Figure 7G). These results suggest that perinatal maturation of nestin^+^ cells allows the colonization of bone marrow by circulating HSCs.

**Figure 7.**
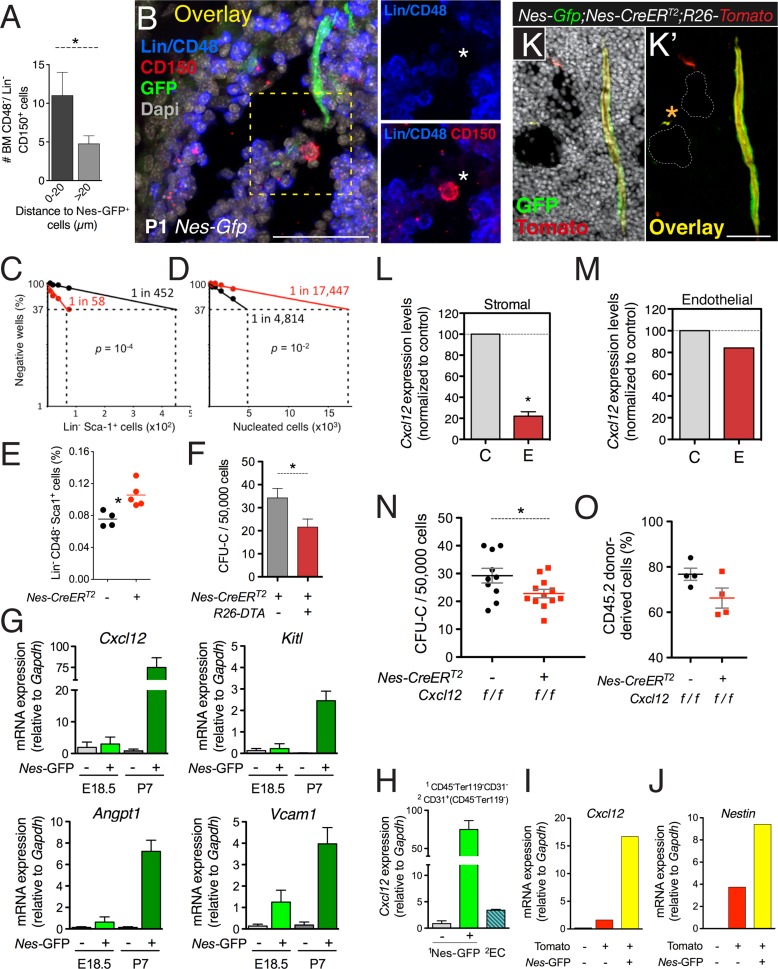
CXCL12 produced by nestin^+^ MSCs contributes to the establishment of the HSC niche in the bone marrow. (**A** and **B**) HSCs are localized near Nes-GFP^+^ cells in neonatal bone marrow. Neonatal femoral sections from *Nes-Gfp* mice were immunostained with antibodies for mature hematopoietic lineages, CD48 (blue) and CD150 (red). (**A**) Quantification of the distance of Lin^−^ CD48^−^ CD150^+^ HSC-enriched cells from Nes-GFP^+^ cells (mean ± SEM, *n* = 41). (**B**) Representative image of a putative HSC (asterisk) near a Nes-GFP^+^ cell. (**C**–**F**) Depletion of nestin^+^ cells compromises developmental HSC migration to bone marrow. (**C** and **D**) Long-term culture-initiating cell (LTCIC) assay from nestin-depleted fetal liver and bone-marrow cells. *Nes-CreER*^*T2*^*;iDTR* (red dots) and control *iDTR* (black dots) mice were exposed to tamoxifen at E14.5 and diphtheria toxin at E15.5, and liver cells (**C**) and bone marrow cells (**D**) were isolated at E17.5 (*n* = 5-6). The percentage of culture dishes that failed to generate hematopoietic colony-forming units in culture (CFU-C) is plotted against five serial dilutions of (**C**) fetal liver Lin^−^ Sca-1^+^ cells and (**D**) nucleated bone marrow cells. HSC frequencies and p values are indicated (Pearson’s chi-squared test). (**E**) Frequency of Lin^−^ Sca-1^+^ E17.5 liver cells in mice in (**C**). (**F**) Bone marrow CFU-C content in 1-week old *Nes-CreER*^*T2*^*;R26-DTA* and control littermates treated with tamoxifen at birth (*n* = 3–7). (**G**) Expression of core HSC maintenance genes increases in perinatal Nes-GFP^+^ BMSCs. qPCR analysis of *Cxcl12*, stem cell factor/kit ligand (*Kitl*), angiopoietin-1 (*Angpt1*), and vascular cell adhesion molecule-1 (*Vcam1*) mRNA in CD45^-^ CD31^-^ Ter119^-^ GFP^+/−^ cells isolated from E18.5 and P7 *Nes-Gfp* bone marrow. (**H**) Relative *Cxcl12* mRNA expression levels in endothelial cells and Nes-GFP^+/-^ BMSCs isolated from 1-week old mice (qPCR; *n* = 2). (**I** and **J**) Relative enrichment of *Cxcl12* (I) and *Nestin* (J) mRNA expression in populations sorted from the bone marrow of P7 *Nes*-*Gfp*;*Wnt1-Cre2;R26-Tomato* compound transgenic mice. (**K**) Representative confocal image of a bone marrow section from a 1-week old (P7) *Nes-Gfp;Nes-CreER*^*T2*^*;R26-Tomato* mouse treated with tamoxifen at birth. Both sinusoidal (asterisk) and arteriolar GFP^+^ cells express the *Nes-CreER*^*T2*^*-derived* Tomato (red) reporter (yellow in overlaid picture, **K′**). (**L** and **M**) Efficiency of perinatal *Cxcl12* excision by the *Nes-CreER*^*T2*^ driver in CD45^-^Ter119^−^CD31^-^ cells (L) and endothelial (M) cells isolated from P7 bone marrow; qPCR in CD45^-^Ter119^−^CD31^-^ cells isolated from *Cxcl12*^*f/f*^;*Nes-CreER*^*T2*^ (**E**) and control (**C**) littermates treated with tamoxifen at birth (*n* = 2-3). (**N** and **O**) Bone marrow CFU-C (N) and long-term HSC (O) content in P7 *Cxcl12*^*f/f*^*;Nes-CreER*^*T2*^ and control littermates treated with tamoxifen at birth. (**O**) Lethally-irradiated mice (CD45.1) were transplanted with 1 ×10^6^ bone marrow cells from P7 *Cxcl12*^*f/f*^*;Nes-CreER* or *Cxcl12*^*f/f*^ mice (CD45.2), together with 1 × 10^6^ recipient bone marrow cells (CD45.1). Peripheral donor-derived blood chimerism after 16 weeks is shown (*n* = 4 per group). (**E**, **L**) Each dot represents an individual mouse. (**F**, **H**–**J**) Mean ± SD. *p < 0.05, unpaired two-tailed *t* test. **DOI:** http://dx.doi.org/10.7554/eLife.03696.017

**Figure 7—figure supplement 1.**
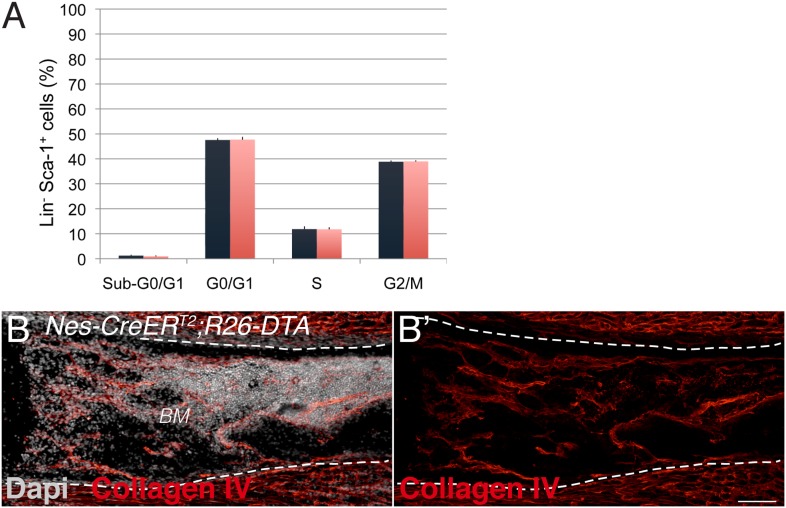
Neural crest-derived cells direct developmental HSC migration to the bone marrow. (**A**) Cell cycle profile of Lin^−^ Sca-1^+^ E17.5 liver cells isolated from *Nes-CreER*^*T2*^;*iDTR* embryos and control *iDTR* littermates 24 hr after tamoxifen administration and 48 hr after diphtheria toxin treatment (mean ± SEM, *n* = 6). (**B**) Representative femoral bone marrow section from a tamoxifen-treated *Nes-CreER*^*T2*^*;R26-DTA* mouse immunostained with collagen IV antibody (red) to reveal blood vessels (**B′**). Nuclei were counterstained with DAPI (gray). Scale bar, 100 μm. **DOI:** http://dx.doi.org/10.7554/eLife.03696.018

### Nestin^+^ MSC-derived Cxcl12 contributes to the establishment of the HSC niche in the bone marrow

HSC migration to fetal bone marrow is enhanced by Cxcl12 and stem cell factor (Christensen et al., 2004), both of which are highly expressed and progressively upregulated in bone marrow nestin^+^ cells at perinatal stages (Figure 7G). Cxcl12 is produced by several stromal cells and is required for developmental bone marrow colonization by HSCs (Ara et al., 2003). It has been argued that Cxcl12 produced by endothelial cells and nestin^−^ mesenchymal progenitors—but not by nestin^+^ cells—is necessary for adult HSC maintenance (Ding and Morrison, 2013; Greenbaum et al., 2013). We found that, one week after birth, *Cxcl12* mRNA levels in Nes-GFP^+^ BMSCs were >20-fold higher than in bone marrow endothelial cells and 80-fold higher than in Nes-GFP^-^ BMSCs (Figure 7H). Among neural crest-traced cells, Nes-GFP^+^ BMSCs were particularly enriched in the expression of *Cxcl12* and endogenous *Nestin* (Figure 7I,J). To conditionally delete Cxcl12 in nestin^+^ cells in the first postnatal week, we intercrossed *Cxcl12* ^*fl*^ mice (Tzeng et al., 2010) with *Nes-CreER*^*T2*^ mice, which mostly label Nes-GFP^+^ cells during this period (Figure 7K). Tamoxifen administration did not significantly alter *Cxcl12* mRNA levels in bone marrow endothelial cells but decreased these levels by 5-fold in BMSCs (Figure 7L–M). This was associated with an ∼30% reduction of bone marrow hematopoietic progenitors and HSCs measured by long-term competitive repopulation assays (Figure 7N,O). These results demonstrate that Cxcl12 production by nestin^+^ MSCs contributes to the HSC niche formation in the developing bone marrow.

## Discussion

The aim of this study was to investigate the ontogeny and specific functions of mesenchymal progenitors in the fetal bone marrow. We show that the developing bone marrow in axial and appendicular skeleton harbors different MSC populations with distinct origins and specialized roles. While mesoderm-derived nestin^−^ MSCs give rise to bone and cartilage, the neuroectoderm provides an additional source of MSCs, marked by nestin expression, that are endowed with specific HSC niche functions. We therefore conclude that osteochondroprogenitor and stem cell niche functions are separate and non-overlapping during bone marrow ontogenesis. The neural crest thus gives rise to three regulators of adult HSC activity: sympathetic neurons, associated Schwann cells, and nestin^+^ MSCs.

Although it is accepted that mammalian connective tissues, such as bone or skeletal muscle, are derived mainly from mesoderm, the precise origin of BMSCs has remained unclear. While the neural crest contributes to the craniofacial skeleton, the trunk neural crest is thought to generate mostly non-ectomesenchymal derivatives, including melanocytes, neurons, and glia of the peripheral nervous system. In the trunk skeleton, mesenchymal cells have thus been considered to be derived mostly from the mesoderm (Olsen et al., 2000), but the neural crest is also a source of pericytes, mural cells, and fibroblasts (Bergwerff et al., 1998; Etchevers et al., 2001; Joseph et al., 2004) that can differentiate into mesenchymal lineages in vitro (Morikawa et al., 2009b; Glejzer et al., 2011; John et al., 2011; Komada et al., 2012). In addition, mature endothelial cells can generate mesenchymal cells through endothelial-to-mesenchymal transition. Genetic fate-mapping studies using the neuroepithelial marker *Sox1* identified a neuroectodermal origin of the earliest trunk MSCs, but other MSCs are recruited from undefined sources at later stages (Takashima et al., 2007). This picture raised the question of whether several MSCs might transiently coexist in the developing bone marrow and whether neural-crest-derived MSCs with specific functions might persist in the postnatal bone marrow.

In this study, we show that most mesenchymal activity and chondrogenic capacity in the fetal bone marrow is associated with nestin^−^ MSCs, but that these rapidly differentiate towards committed osteochondral lineages early in postnatal life. In contrast, slow-proliferating neural crest-derived nestin^+^ MSCs do not contribute to fetal endochondrogenesis but are instead required to establish the HSC niche in the same bones. Interestingly, we also found that nestin^+^ cells retained most of their steady-state MSC activity after the second postnatal week. Future studies will determine the potential contribution of this MSC population to adult skeletal turnover.

Very recent data showed that *Osterix-Cre*-labeled cells in neonatal bone give rise to Nes-GFP^+^ MSCs (Mizoguchi et al., 2014; Ono et al., 2014); however, the *Osterix-Cre* lines used in these studies have been shown previously to mark not only osteolineage cells but also a large variety of non-osteolineage cells, including adventitial reticular cells, vascular smooth muscle cells, adipocytes, and perineural cells (Liu et al., 2013). It therefore remains possible that some Nes-GFP^+^ cells, which highly express *Osterix* mRNA (but not the protein, as we show here), also express the *Osterix-Cre* transgene; however, this might not necessarily reflect a lineage relationship or osteoblastic commitment. Moreover, it is unclear whether this *Osterix-Cre*-traced population is uniformly mesodermal or neural crest-derived. 

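*Sp7* (ENSMUSG00000060284; chromosome 15, 102187040 to 102197285, minus strand, 3 exons) encodes osterix. In the neonatal RNA-seq libraries its normalized value was 181 ± 58.2 (SD, n = 2) in GFP+ Pdgfrα+ cells, 15.1 ± 3.47 (SD, n = 2) in GFP- Pdgfrα+ cells, 14.1 ± 3.22 (SD, n = 2) in GFP+ Pdgfrα- cells and 3.61 ± 2.06 (SD, n = 2) in GFP- Pdgfrα- cells. The log2 fold change of GFP+ Pdgfrα+ cells was 3.48 over GFP- Pdgfrα+ cells (adjusted p = 0.000181, limma) and 3.58 over GFP+ Pdgfrα- cells (adjusted p = 1.88e-05, limma), each with a standard error of 0.35. The GFP+ Pdgfrα+ libraries had 222.5 and 140.1, both above every library of the other populations.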

We did not find Nes-GFP^+^ cells within cartilage, but some GFP^+^ cells were associated with the innermost part of the perichondrium, a region that contains MSCs (Maes et al., 2010; Yang et al., 2013; Zaidi and Mendez-Ferrer, 2013). Moreover, we found perichondrial *Wnt1-Cre2*-traced cells and neural crest-derived chondrocytes in the most superficial layers of articular cartilage, suggesting that the neural crest also contributes to these mesenchymal cells outside the marrow. Neural crest-derived skeletal embryonic precursors might be Pdgfrα^+^ Nes-GFP^-^ BMSCs, since we have shown that most neural crest cells traced by *Wnt1-Cre2* are Pdgfrα^+^ Nes-GFP^+^ cells, which do not seem to contribute to fetal osteochondral lineages.

Previous studies suggested that only endochondral cells can form a hematopoietic microenvironment when implanted beneath the kidney capsule (Chan et al., 2008, 2013), although bones formed by intramembranous ossification, such as the skull, can also form hematopoietic marrow without progressing through a cartilage intermediate. Notably, two surface markers used to isolate osteochondrogenic precursors in these studies, CD105 and CD90/Thy1, are particularly enriched in bone marrow Nes-GFP^+^ cells. Our genetic studies clearly show that neural crest-derived cells that are not yet committed to the Schwann cell lineage migrate to bone in association with developing nerve fibers and give rise to bone marrow nestin^+^ MSCs with specialized HSC niche functions. Constitutive deletion of the neuregulin-1 receptor ErbB3*,* which does not directly affect the peripheral nerves but impairs perineural migration of neural crest-derived cells (Riethmacher et al., 1997), reduces BMSC number and impairs developmental HSC migration from liver to bone marrow. In contrast, conditional deletion of *ErbB3* in committed glial precursors severely reduced Schwann cell numbers (Sheean et al., 2014) but did not affect bone marrow HSCs in our study. HSC maintenance genes are highly enriched and progressively upregulated in Nes-GFP^+^ Pdgfrα^+^ MSCs, coincident with HSC bone marrow colonization (Christensen et al., 2004). Perinatal deletion of nestin^+^ cells or blockade of their Cxcl12 production prevented HSC bone marrow seeding. Therefore, we are confident that neural crest-derived nestin^+^ MSCs are indeed required for developmental HSC migration and formation of the bone marrow HSC niche.

Uncertainties remain about the possible overlap among different adult bone marrow mesenchymal cells with proposed HSC niche functions, which might also differ in fetal and adult bone marrow. Two populations of adult bone marrow Nes-GFP^+^ cells can be separated by fluorescence intensity by microscopy. Nes-GFP^bright^ peri-arteriolar cells, unlike Nes-GFP^dim^ peri-sinusoidal cells, were found highly enriched in CFU-F activity and expression of HSC maintenance genes (Kunisaki et al., 2013). However, these features have been previously attributed to peri-sinusoidal cells (Kiel et al., 2005; Sacchetti et al., 2007), which, unlike arteriolar cells, express both Nes-GFP^+^ and leptin receptor (Ding et al., 2012). Alternatively, an intermediate type of vessel that connects arterioles with sinusoids near the bone surface might be highly enriched in nestin^+^ MSCs. These vessels, different from arterioles and sinusoids, contain CD31^hi^ Endomucin^hi^ endothelial cells and have been associated with osteoprogenitor activity (Kusumbe et al., 2014). We initially reported that adult bone marrow Nes-GFP^+^ cells were CD31^−^ after using an intensive enzymatic digestion protocol to isolate the cells (Mendez-Ferrer et al., 2010). In the present study, we have used milder conditions that better preserve antigen expression. In these conditions, we detect Nes-GFP^+^ CD31^+^ putative bone marrow endothelial cells progressively increasing in number with age, as reported by others (Ono et al., 2014). We also find that multiple layers of Nes-GFP^+^ endothelial and perivascular cells likely make the arteriolar GFP signal appear brighter for GFP under the microscope. This raises the possibility that arteriolar Nes-GFP^+^ cells (Kunisaki et al., 2013) might not completely coincide with the brightest cells isolated by FACS. However, we also found that *Cxcl12* is more abundantly produced by Nes-GFP^+^ BMSCs than by endothelial cells, and that *Cxcl12* deletion in *Nes-CreER*^*T2*^ mice impairs developmental HSC migration by preferentially targeting BMSCs.

Different bone marrow cells have been proposed as the main producers of Cxcl12 for HSCs. One report has argued that the only relevant source of Cxcl12 for adult HSC maintenance is nestin^–^leptin receptor^–^mesenchymal progenitors targeted by the *Prx1-Cre* driver (Greenbaum et al., 2013). This conclusion is based on the stronger HSC depletion when *Cxcl12* was deleted using the *Prx1-Cre* line—which targets somatic lateral plate mesoderm and its derivatives, including chondrogenic and osteogenic lineages—compared to deletion in more specific stromal populations. Also, the HSC defect was specifically attributed to CD45^-^ Lin^−^ Pdgfrα^+^ Sca-1^+^ *Prx1-cre*-tdtomato^hi^ cells which were not enriched in the expression of nestin or leptin receptor but also showed no marked enrichment in the expression of *Cxcl12*, *Kitl* or other mesenchymal markers. An alternate model is that endothelial cells are needed for Cxcl12-mediated adult HSC maintenance (Ding et al., 2012; Ding and Morrison, 2013). Nonetheless, the *Tek*-*Cre* system used would also target endothelial cells in fetal hematopoietic organs, so some of the effects might have been exported to the bone marrow during development. The study, in essence, proposed that nestin-negative leptin receptor (*Lepr*)-*Cre*-traced mesenchymal progenitors are another key source of Cxcl12 for HSC maintenance. These studies, however, analyzed the adult bone marrow, whereas the focus of our study has been the fetal and perinatal period. Differences may also have arisen from distinct experimental settings, Cre drivers (constitutive/inducible), Cre induction regimes and reporters used. It is also likely that constitutive *Prx1-Cre* and *Lepr-Cre* lines target multiple mesenchymal derivatives and that combined deletion of *Cxcl12* in these populations would have a more pronounced effect than deletion in specific cell types; however, the responsible cell populations might not be clear yet. Conversely, the lower excision in *Nes-Cre* mice and inefficient bone marrow recombination in adult *Nes-CreER*^*T2*^ mice might not target all MSCs, or might result in compensatory actions by other Cxcl12-producing cells. In the present study, recombination efficiency in Nes-GFP^+^ MSCs was higher when tamoxifen was administered in neonatal *Nes-CreER*^*T2*^ mice than in adults. It has also been proposed that *Nes*-G*fp* and *Nes-CreER*^*T2*^ lines might target different populations (Ding et al., 2012). To directly address this, we generated *Nes*-G*fp*;*Nes-CreER*^*T2*^*;R26-Tomato* triple transgenic mice that demonstrate consistent labeling using a different induction protocol. Bone marrow endothelial *Cxcl12* expression levels are significantly lower in this model, and seem unaffected by *Nes-CreER*^*T2*^-driven excision, contrasting with the reduction in BMSCs, which was associated with decreased HSPC numbers in perinatal bone marrow. Our results thus clearly show that Cxcl12 produced by nestin^+^ MSCs is required for developmental HSC migration to bone marrow.

We recently reported that sympathetic neuropathy of the HSC niche is required for the manifestation of myeloproliferative neoplasms, disorders previously considered to be autonomously driven by mutated HSCs and typically associated with excessive fibroblasts and osteoblasts in the bone marrow. During this pathogenesis, bone marrow nestin^+^ cells do not seem to differentiate into fibroblasts or osteoblasts, but instead activate the Schwann cell program as a consequence of the neuroglial damage caused in the bone marrow by mutated HSCs (*Arranz et al., 2014*). These changes could be explained by a neural crest contribution found for HSC niche-forming MSCs and suggest the possible re-programming of these cells towards the closest ontogenically-related linages during the pathogenesis of these disorders.

In summary, this study designates separate biologic functions to ontogenically distinct populations of MSCs, and demonstrates that not all MSCs are alike. In the appendicular skeleton, nestin^−^ MSCs derived from the mesoderm have a primarily osteochondroprogenitor function. In contrast, a distinct population of neural crest-derived nestin^+^ MSCs contributes to directed HSC migration through the secretion of the chemokine Cxcl12 to ultimately establish the HSC niche in the neonatal bone marrow. These niche-forming MSCs share a common origin with sympathetic neurons and Schwann cells, an ontogenic relationship that underscores our earlier observations on the sympathetic control of HSC niche function (Mendez-Ferrer et al., 2008, 2010; Arranz et al., 2014). Future studies will also determine whether tight regulation of other peripheral adult stem cell niches by the nervous system also builds upon an ontogenic relationship of their components.

## Materials and methods

### Animals

Mouse lines used in this study (please see Supplementary file 1 for a detailed list of mouse strains used in this study) included *Nes-Gfp* (Mignone et al., 2004), *Nes-CreER*^*T2*^ (Balordi and Fishell, 2007), *Sox10-CreER*^*T2*^ (Matsuoka et al., 2005), *Col2.3-Cre* (Dacquin et al., 2002), *Dhh-Cre* (Jaegle et al., 2003), *RCE-loxP* (Sousa et al., 2009), *LSL-KFP* (Dieguez-Hurtado et al., 2011), *R26-DTA* (Brockschnieder et al., 2006), *Cxcl12*^floxed^ (Tzeng et al., 2010), *Erbb3*^floxed^ (Sheean et al., 2014), *Erbb3*-null (Riethmacher et al., 1997), and *129S4.Cg-Tg(Wnt1-cre)2Sor/J*, *C57BL/6-Gt(ROSA)26Sor*^*tm1(HBEGF)Awai*^*/J*, *B6.Cg-Gt(ROSA)26Sor*^*tm14(CAG-tdTomato)Hze*^*/J*, wild-type CD1 and wild-type C57BL/6J (Jackson Laboratories). Material and methods were approved by the Animal Care and Use Committees of the Spanish National Cardiovascular Research Center and Comunidad Autónoma de Madrid (PA-47/11 and ES280790000176).

### Embryo analysis and genetic inducible fate mapping

Embryos were dissected as previously described (Isern et al., 2008). Briefly, selected intercrosses between mice carrying the alleles of interest were set and the morning of detection of the vaginal plug was considered as day 0.5 of gestation. We preferentially used paternal transgene transmission, by mating compound or simple transgenic males with females of wild-type background (C57BL/6 or CD1). Inducible lineage tracing studies were conducted as follows. Tamoxifen (T5648; Sigma, St. Louis, MO) was dissolved in corn oil at a final concentration of 20 mg/mL and given to pregnant dams by oral gavage (100-150 mg/kg) on the morning of the indicated stages. For neonatal induction, mothers of newborn pups were given tamoxifen (by oral gavage, 4 mg) on days 1 and 3 after delivery.

### Histology

Dissected tissues for histology were fixed in 2% paraformaldehyde at 4°C, cryopreserved by consecutive equilibration in 15% and 30% sucrose, and snap frozen and embedded in OCT compound (Tissue-Tek). In some cases, fixed frozen limbs or sterna were trimmed sequentially from both sides to expose the central medullar cavity and processed further for whole-mount fluorescence staining. Cryostat sections (15 μm) were prepared and processed for immunostaining or regular hematoxylin–eosin staining. Oil red O staining was performed as described (Isern et al., 2013).

### Immunohistochemistry

Cryostat sections were stained using standard procedures. Briefly, tissues were permeabilized for 5-10 min at room temperature (RT) with 0.1% Triton X-100 and blocked for 1 h at RT with TNB buffer (0.1 M Tris–HCl, pH 7.5, 0.15 M NaCl, 0.5% blocking reagent, Perkin Elmer, Waltham, MA). Primary antibody incubations were conducted either for 1-2 h at RT or overnight (o/n) at 4°C. Secondary antibody incubations were conducted for 1 h at RT. Repetitive washes were performed with PBS + 0.05% Tween-20. Stained tissue sections were counterstained for 5 min with 5 μM DAPI and rinsed with PBS. Slides were mounted in Vectashield Hardset mounting medium (Vector Labs, Burlingame, CA) and sealed with nail polish.

For whole-mount staining of thick-sectioned tissue pieces, all the incubations, including permeabilization and blocking, were performed o/n at 4°C with gently agitation, and washing steps were extended. Specimens were mounted in glass bottom dishes (Mat-Tek, Ashland, MA).

### Immunofluorescence

Fetal bone marrow and fetal liver sections were stained following standard procedures. Antibodies used are indicated in the table below. SLAM staining was performed in bone marrow sections from neonate mice. Slides were first blocked in 20% goat serum in PBS for 45 min. Endogenous avidin and biotin were blocked with an Avidin/Biotin Blocking Kit (Vector Labs) for 30 min with each reagent, washing 3 times with PBS in between. Slides were then incubated with rat anti-mouse CD150 antibody (Biolegend, San Diego, CA) at 1:50 dilution in goat blocking buffer for 2 h, and after washes with goat anti-rat IgG conjugated to Alexa555 (Molecular Probes, Eugene, OR) at 1:200 dilution in 20% goat serum in PBS for 1 h. Slides were then blocked in 20% rat serum in PBS for 10 min and incubated for 1 h with hamster anti-mouse biotin-conjugated CD48 (Abcam, UK) and the Biotin Mouse Lineage Panel (BD Pharmingen, San Jose, CA), which includes rat anti-mouse B220, rat anti-mouse CD3, rat anti-mouse Gr1, rat anti-mouse Mac-1, and rat anti-mouse Ter119 antibodies, each at 1:200 dilution in rat blocking buffer. Cy5-conjugated streptavidin (Molecular Probes) was added at 1:200 in rat blocking buffer for 30 min. Finally, slides were incubated with DAPI (1:1000 dilution of 5 mg/ml stock) for 10 min at room temperature and mounted in Vectashield Mounting Medium (Vector Labs). Antibodies used for Immunohistochemistry:

**Table:** 

Name	Type	Company
TH	Rabbit pAb	Millipore
GFAP	Rabbit pAb	Dako
CD31	Rat mAb	BD Pharmingen
S100	Rabbit pAb	Dako
Collagen type IV	Rabbit pAb	Millipore
Ki67	Rabbit pAb	Abcam
Anti-KFP	Rabbit pAb	Evrogen
CD150	Rat mAb	Biolegend
CD48	ArHm mAb	Abcam
Lineage-biotin	Rat mAb	BD Biosciences
Tuj1	Mouse mAb	Promega
Anti-GFP	Rabbit pAb	Abcam
c-kit	goat pAb	R&D
Nestin	Rabbit pAb	Abcam
α-SMA	Mouse mAb	Sigma

### Imaging

Confocal images of fluorescent staining were acquired with a laser scanning confocal microscope (Zeiss LSM 700, 10×/0.45, 25×/0.85) or with a multi-photon Zeiss LSM 780 microscope (10×/0.7, 20×/1.0). Optical z-stack projections were generated with the Zen2011 software package (Zeiss, Germany) using a maximal intensity algorithm. Wide-field views of whole-mount specimens were imaged with a Leica MZFLIII stereomicroscope equipped with an Olympus DP71 color camera. Images were post-processed and quantified using ImageJ (Schneider et al., 2012) and Photoshop (Adobe, San Jose, CA).

### Preparation of fetal and neonatal bone marrow cell suspensions

Fetal skeletal elements were sub-dissected from fetuses, homogenized by cutting, and digested for 15-30 min at 37°C with shaking in 0.25% collagenase (StemCell Technologies, Canada). Postnatal bone specimens were cleaned from surrounding tissue, crushed in a mortar with a pestle, and collagenase-digested for 45-60 min at 37°C, with constant agitation. After enzymatic treatment, skeletal preparations were filtered through a 40-μm cell strainer and undigested bone material was discarded. The resulting bone marrow-enriched cell suspensions were pelleted, washed twice, and resuspended in FACS staining buffer (2% FCS in PBS) for further analysis.

### Flow cytometry

Dispersed bone marrow cell preparations were stained in FACS buffer for 15-30 min on ice with selected multicolor antibody cocktails (see below), washed, and resuspended with streptavidin conjugates when necessary. Stained cells were pelleted and resuspended in buffer containing DAPI to exclude dead cells. Cell cycle was analyzed by first isolating defined stromal populations by FACS, and then acquiring the cell cycle profile after staining the sorted populations with Hoechst 33342. Flow cytometry analysis and FACS were done in FACS CantoII or LSRFortessa machines (BD Biosciences) equipped with Diva Software (BD Biosciences) or in a FACS AriaII cell sorter (BD Biosciences). Data were analyzed using Diva and FlowJo (Tree Star, Inc, Eugene, OR). Antibodies used for cytometry:

**Table:** 

Name	Clone	Company
CD45-APC/Cy7	104	BD Biosciences
CD45-APC	104	BD Biosciences
CD31-APC	MEC 13.3	BD Biosciences
Ter119-APC	Ter119	BD Biosciences
CD140a-biotin	APA5	eBioscience
CD140a-APC	APA5	Biolegend
CD90.2-APC	53-2.1	eBioscience
Ly6a-PE	E13–161.7	BD Biosciences
Vcam1-PE	429 (MVCAM.A)	Biolegend
Streptavidin-PE	--	BD Biosciences
Lineage cocktail-biotin		BD Biosciences

### CFU-F and CFU-OB assays

For fibroblast colony-forming unit (CFU-F) assays, bone marrow cell suspensions were FACS sorted directly into 6-well plates at a cell density of 100–500 cells/cm^2^ and cultured in maintenance medium (α-MEM/15% FCS with antibiotics). After 10-12 days in culture, adherent cells were fixed with 100% methanol and stained with Giemsa stain (Sigma) to reveal fibroblast clusters. Colonies with more than 50 cells were scored as CFU-Fs. For osteoblast colony-forming unit (CFU-OB) assays, plated cells were cultured in maintenance medium in the presence of 1 mM L-ascorbate-2-phosphate. All cultures were maintained with 5% CO_2_ in a water-jacketed incubator at 37°C, and medium was changed weekly. After 25 days in culture, cells were fixed and stained with alizarin red or alkaline phosphatase (Isern et al., 2013).

### Hematopoietic progenitor assays

Single cell suspensions were prepared from bone marrow and mixed with methylcellulose-containing medium with cytokines (Casanova-Acebes et al., 2013). Cells (5-7.5 × 10^4^) were plated in duplicate 35 mm dishes (Falcon, BD) and incubated under 20% O_2_ and 5% CO_2_ in a water-jacketed incubator. Hematopoietic colonies (CFU-Cs) were scored after 6-7 days in culture.

### Long-term culture-initiating cell assay

Long-term culture-initiating cell assay was performed as described (Woehrer et al., 2013). Briefly, the feeder fetal stromal cell line AFT024 (kindly provided by Dr. K. Moore) was maintained as previously described (Nolta et al., 2002). One week before use, the feeders were irradiated (15 Gy) with a ^137^Cs irradiator and seeded in 96-well plates at confluency. After 7-10 days, five serial dilutions (each with 16 replicates) of sorted fetal liver Lin^−^ Sca1^+^ cells and bone marrow nucleated cells were seeded on the irradiated feeders and cultured with Myelocult M5300 supplemented with 10^−6^ M hydrocortisone (StemCell Technologies) and 1% penicillin-streptomycin (Invitrogen, Carlsbad, CA). Cultures were maintained for four weeks at 33°C under 20% O_2_ and 5% CO_2_ in a water-jacketed incubator. Medium was half-changed weekly. Each well was then trypsinized for 10 min, washed with PBS, and plated for the hematopoietic progenitor assay. Twelve days after plating, the percentage of culture dishes in each experimental group that failed to generate CFU-Cs was plotted against the number of test cells. The frequencies of long-term culture-initiating cells were calculated by the Newton–Raphson method of maximum likelihood and Poisson statistics (using L-CalcTM software; StemCell Technologies) as the reciprocal of the number of test wells that yielded a 37% negative response.

### Cell culture and in vitro differentiation

Primary bone marrow cells were obtained from dissected bones using a mortar. All cultures were maintained at 37°C with 20% O_2_, 5% CO_2_ in a water-jacketed incubator.

To obtain CFU-Fs and CFU-OBs, 0.5 × 10^6^ bone marrow nucleated cells were seeded in each well of a 12-well plate with α-MEM supplemented with 1% penicillin-streptomycin, 15% FBS (Invitrogen), and 1 mM L-ascorbic acid 2-phosphate (Sigma). Half medium was replaced every 5 days. The numbers of CFU-Fs and CFU-OBs were scored after 10 and 28 days in culture, respectively.

CFU-F cultures were fixed in methanol for 10 min at room temperature. Cultures were stained with Giemsa diluted 1:10 in phosphate buffer, pH 6.8, for 10 min at 37°C. CFU-F colonies (those with more than 50 cells) were counted the next day.

CFU-OB cultures were fixed with 4% paraformaldehyde (PFA) for 5 min at room temperature. von Kossa staining was performed by adding 5% AgNO_3_ to the culture and exposing plates to UV radiation for 20 min. Cells were then incubated with 5% (NH_4_)_2_S_2_O_3_ in distilled water for 5 min and counterstained with 2% eosin. For Alizarin Red staining, cells were incubated with 2% alizarin red reagent (Sigma) in distilled H_2_O for 15 min. For alkaline phosphatase staining, Sigma Fast BCIP/NBT substrate (Sigma) was added to cell cultures followed by incubation in the dark for 15 min.

### Nucleic acid purification and qPCR

RNA from CFU-Fs and osteoblast cultures was extracted with Trizol reagent (Sigma-Aldrich) and purified on RNeasy mini columns (Qiagen, Netherlands). An on-column DNase digest (Qiagen) was performed before the clean-up step to eliminate residual genomic DNA. For osteoblast cultures, mRNA was extracted with the Dynabead mRNA DIRECT kit (Invitrogen). cDNA was generated using High Capacity cDNA Reverse Transcription reagents (Applied Biosystems, Waltham, MA). qPCR was performed in triplicate with SYBRgreen Universal PCR Master Mix (Applied Biosystems), using primers optimized for each target gene. The expression level of each gene was determined by using the relative standard curve method. Briefly, a standard curve was performed by doing serial dilutions of a mouse reference total RNA (Clontech, Palo Alto, CA). The expression level of each gene was calculated by interpolation from the standard curve. Relative quantifications of each transcript were obtained by normalizing against *Gapdh* transcript abundance, using the standard curve method. The sequences of oligonucleotides for qPCR are detailed below.

**Table:** 

Target gene	Symbol	Forward	Reverse
*Alkal.Phosphat.*	*Alpl*	CACAATATCAAGGATATCGACGTGA	ACATCAGTTCTGTTCTTCGGGTACA
*Osterix*	*Sp7*	ATGGCGTCCTCTCTGCTTGA	GAAGGGTGGGTAGTCATTTG
*Runx2*	*Runx2*	TTACCTACACCCCGCCAGTC	TGCTGGTCTGGAAGGGTCC
*Rank ligand*	*Rankl*	CAGCATCGCTCTGTTCCTGTA	CTGCGTTTTCATGGAGTCTCA
*Gpnmb*	*Gpnmb*	CCCCAAGCACAGACTTTTGAG	GCTTTCTGCATCTCCAGCCT
*Osteocalcin*	*Bglap*	GGGCAATAAGGTAGTGAACAG	GCAGCACAGGTCCTAAATAGT
*Osteoglycin*	*Ogn*	ACCATAACGACCTGGAATCTGT	AACGAGTGTCATTAGCCTTGC
*Rank*	*Rank*	TGCAGCTCAACAAGGATACG	GAGCTGCAGACCACATCTGA
*TRAP*	*Acp5*	CAGCAGCCAAGGAGGACTAC	ACATAGCCCACACCGTTCTC
*Cathepsin k*	*Ctsk*	GGCCTCTCTTGGCCATA	CCTTCCCACTCTGGGTAG
*Mmp-9*	*Mmp9*	CGTCGTGATCCCCACTTACT	AACACACAGGGTTTGCCTTC
*Ppar gamma*	*Pparg*	ACCACTCGCATTCCTTTGAC	TGGGTCAGCTCTTGTGAATG
*Adiponectin*	*Adipoq*	TGTTCCTCTTAATCCTGCCCA	CCAACCTGCACAAGTTCCCTT
*Adipsin*	*Cfd*	TGCATCAACTCAGAGTGTCAATCA	TGCGCAGATTGCAGGTTGT
*Sox9*	*Sox9*	GAACAGACTCACATCTCT	GTGGCAAGTATTGGTCAA
*Col2a1*	*Col2a1*	GTGGAGCAGCAAGAGCAAGGA	CTTGCCCCACTTACCAGTGTG
*Aggrecan*	*Acan*	CACGCTACACCCTGGACTTTG	CCATCTCCTCAGCGAAGCAGT
*Cxcl12*	*Cxcl12*	CGCCAAGGTCGTCGCCG	TTGGCTCTGGCGATGTGGC
*Kit ligand*	*Kitl*	CCCTGAAGACTCGGGCCTA	CAATTACAAGCGAAATGAGAGCC
*Angiopoietin 1*	*Angpt1*	CTCGTCAGACATTCATCATCCAG	CACCTTCTTTAGTGCAAAGGCT
*Nestin*	*Nes*	GCTGGAACAGAGATTGGAAGG	CCAGGATCTGAGCGATCTGAC

### Primary sphere-forming cultures

For sphere formation, cells were plated at clonal density (<1000 cells/cm^2^) in ultra-low adherent 35 mm dishes (StemCell Technologies). The growth medium consisted of DMEM/F12 (1:1) mixed 1:2 with human endothelial serum-free medium (Invitrogen) and contained 15% chicken embryo extract, prepared as described (Stemple and Anderson, 1992; Pajtler et al., 2010); 0.1 mM ß-mercaptoethanol; 1% non-essential aminoacids (Sigma); 1% N2 and 2% B27 supplements (Invitrogen); recombinant human fibroblast growth factor (FGF)-basic; recombinant human epidermal growth factor (EGF); recombinant human platelet-derived growth factor (PDGF-AB); recombinant human oncostatin M (227 a.a. OSM) (20 ng/ml); and recombinant human insulin-like growth factor-1 (IGF-1; 40 ng/ml) (Peprotech, Rocky Hill, NJ). The cultures were kept at 37°C under 5% CO_2_, 20% O_2_ in a water-jacketed incubator, and were left untouched for one week to prevent cell aggregation in low density cultures. Medium was half-changed weekly. Mesenspheres were scored on days 10–14.

### In vitro differentiation of Schwann cells from bone marrow precursors

We used an adaptation of the original method (Biernaskie et al. 2006). Defined stromal populations were isolated based on GFP and Pdgfrα expression from collagenase-treated bone marrow of *Nes-Gfp* neonates. Sorted cells were plated onto laminin/polylysine-coated chamber slide dishes (Labtek) and allowed to attach and expand in SKP medium I. After 3 days, cells were changed to SKP medium II (containing neuregulin-1 at 50 ng/mL) and allowed to differentiate further for >10 days. In vitro-generated Schwann cells were defined by morphology as thin and elongated cells. After differentiation, cells were fixed in 4% PFA, gently permeabilized with Triton X-100, and stained for immunofluorescence with anti-glial fibrillary acidic protein (Gfap) antibody (Dako, Carpinteria, CA).

### In vitro differentiation of bone marrow mesenchymal cells

Defined stromal populations were isolated based on GFP and Pdgfrα expression from collagenase-treated bone marrow of *Nes-Gfp* neonates and plated directly onto plastic dishes to allow attachment of fibroblasts. Adherent cells were cultured for 7-14 days in regular α-MEM supplemented with 15% FBS. In some cases, recombinant human PDGF was added at 20 ng/mL. At the end of the culture period, cells were fixed and stained with Oil red O to reveal adipocytes and counterstained with hematoxylin.

### RNA-Seq

For next-generation sequencing, total RNA was isolated using the Arcturus Picopure RNA isolation kit (Life Technologies, Carlsbad, CA) from small numbers of sorted cells (15,000-80,000), obtained from neonatal *Nes-Gfp* bone marrow preparations (two biological replicates). Each independent set of samples was obtained from pooled skeletal elements (long bones and sterna) from multiple littermates.

#### RNA-Seq library production

Amplified cDNA was prepared with the Ovation RNA-Seq System V2 Kit (NuGEN Technologies Inc., San Carlos, CA) followed by sonication and TrueSeq DNA Library Preparation Kit from Illumina. The quality, quantity, and the size distribution of the Illumina libraries were determined using the DNA-1000 Kit (Agilent Bioanalyzer). Libraries were sequenced on a Genome Analyzer II× (Illumina Inc., San Diego, CA) following the standard RNA sequencing protocol with the TruSeq SBS Kit v5. Fastq files containing reads for each library were extracted and demultiplexed using the Casava v1.8.2 pipeline.

#### RNA-Seq analysis

Sequencing adaptor contaminations were removed from reads using the cutadapt software tool (MIT), and the resulting reads were mapped and quantified on the transcriptome (NCBIM37 Ensembl gene-build 65) using RSEM v1.17 (Li and Dewey, 2011). Only genes with >2 counts per million in ≥2 samples were considered for statistical analysis. Data were then normalized and differential expression assessed using the function Voom from the bioconductor package Limma (Law et al., 2014; Smyth, 2005). We considered those genes as differentially expressed with a Benjamini–Hochberg adjusted p-value ≤0.05.

#### Principal component analysis (PCA) comparison with previously published data

Normalized RNA-Seq data were compared via principal component analysis (PCA) with previously published array expression data (Table 1). GEO data sets were downloaded and pre-processed using the GEOquery Bioconductor package (Davis and Meltzer, 2007). Data sets were adjusted to the same intensity range, as previously described (Heider and Alt, 2013). Batch correction was applied to the data sets using ComBat (Johnson et al., 2007) on the log2-normalized GEO data sets together with the log2-normalized counts from each RNA-Seq experiment.

# Supplementary material for: The neural crest is a source of mesenchymal stem cells with specialized hematopoietic stem cell niche function
**Source:** eLife. 2014 Sep 25;3:e03696. doi: 10.7554/eLife.03696
**Supplement:** Supplementary file 1. — Summary of mouse strains used in this study. DOI: http://dx.doi.org/10.7554/eLife.03696.019

**MOUSE STRAINS**

**SHORT NAME TRANSGENE SYMBOL I.D. ORIGINAL NAME REF. DESCRIPTION**

*Nes-Gfp* *Tg(Nes-EGFP)33^Enik^* MGI:*5523870 Nestin-GFP* [1] EGFP expression driven by regulatory elements and neural enhancers

from rat *nestin* gene.

*R26-iDTA* *Gt(ROSA)26Sor^tm2(DTA)Riet^* MGI:*3653504* *R26:lacZbpA^flox^DTA* [2] *Allele* for tamoxifen-inducible diphtheria toxin (DT) expression.

*R26-iDTR* *Gt(ROSA)26Sor^tm1(HBEGF)Awai^* MGI:*3772576* *iDTR*  [3] *Allele* for tamoxifen-inducible diphtheria toxin receptor (DTR) expression.

***Lineage specific Cre-driver alleles***

*Nes-CreER^T2^ Tg(Nes-cre/ERT2)1^Fsh^* MGI:*3774417* *Nestin^CreERT2^* [4] Tamoxifen-induclible *cre* recombianse under control of rat *nestin*

regulatory elements.

*Col2.3-Cre Tg(Col1a1-cre)1^Kry^* MGI:*3041864 2.3-kb α1(I)-collagen-Cre* [5] *Cre* recombinase allele driven by *collagen type I* gene regulatory

elements. Expression mostly restricted to maturing osteoblastic cells.

*Hoxb6-CreER* *Tg(Hoxb6-cre/ERT)1^Smac^* MGI:*3793474* *Hoxb6CreER^T^* [6] Tamoxifen-inducible *Cre* recombinase driven by *Hoxb6* regulatory

elements. Expression mostly restricted to lateral mesoderm.

*Wnt1-Cre2 Tg(Wnt1-cre)2^Sor^* MGI:*5485027* *Wnt1-Cre2* [7] Mouse *Wnt1* promoter-driven *Cre* recombinase *allele.* Expressed in

neural crest derived lineages.

*Sox10-CreER* *Tg(Sox10-cre/ERT2)26^Vpa^* MGI:*5301107* *Sox10::iCreER^T2^* [8] Tamoxifen-inducible *Cre* recombinase allele driven by *Sox10* regulatory

region. Restricted to Neural crest and Schwann cell precursor-derived

lineages.

*Dhh-Cre* *Tg(Dhh-cre)1^Mejr^* MGI:*4359600* *Dhh-cre*  [9] Desert hedgehog (*Dhh*) promoter-driven *Cre* recombinase

*allele*. Expression restricted to glial lineages.

***Cre-reporter alleles***

*KFP* *Tg(CAG-LSL-KFP)* [10] Far red KFP fluorescent protein constitutively expressed upon

*Cre*-mediated recombination.

*RCE* *Gt(ROSA)26Sor^tm1.1(CAG-EGFP)Fsh^* MGI:*4412373* *RCE:loxP* [11] EGFP fluorescent protein expressed upon *Cre*-mediated

recombination from *Rosa26* locus.

*R26-Tomato Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^* MGI:*3809524* *Ai14* [12] tdTomato fluorescent protein expressed upon *Cre*-mediated

recombination from *Rosa26* locus.

***Null and conditional alelles***

*Erbb3 ko* *Erbb3^tm2Cbm^* MGI:*1929598* *erbB3***^Δ^** [13] *Null* allele for mouse *Erbb3* gene.

*Erbb3-floxed* *Erbb3^tm3Cbm^* MGI:*3835516* *ErbB3^flox^* [14] *LoxP*-flanked conditional *allele* for mouse *Erbb3* gene.

*Cxcl12-floxed* *Cxcl12^tm1.1Ystz^*  MGI:*4888352* *Cxcl12^F^* [15] *LoxP*-flanked conditional *allele* for mouse *Cxcl12* gene.

**References**

[1] Mignone JL *et al.* 2004

[2] Brockschnieder D *et al.* 2006

[3] Buch T *et al.* 2005

[4] Balordi F *et al.* 2007

[5] Dacquin R *et al.* 2002

[6] Nguyen MT *et al.* 2009

[7] Lewis AE *et al.* 2013

[8] Laranjeira C *et al*. 2011

[9] Jaegle M *et al.* 2003

[10] Diéguez-Hurtado R *et al.* 2010

[11] Sousa VT *et al.* 2009

[12] Madisen L *et al.* 2010

[13] Riethmacher D *et al.* 1997

[14] Brinkmann B *et al.* 2008

[15] Tzeng YS *et al.* 2011

How the deposited data were processed for this re-analysis (not part of the article)

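RNA-seq of 4 populations of stromal cells from neonatal *Nes-Gfp* mice was analysed, with 2 libraries per population. The populations were sorted by GFP and surface Pdgfrα from cells negative for CD45, CD31 and Ter119. The microarray data sets that the paper compares with these populations were not analysed here, nor were its other experiments.

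The authors removed adaptor sequences with cutadapt, quantified reads on the transcriptome of NCBIM37 with RSEM, filtered genes by their scaled counts and normalized with voom of limma. The deposited table holds a normalized signal per gene and library on a linear scale, which equals the reads plus 0.5 per 1e6 of an effective library size. In the deposited signal, 100% of the values gave whole reads when the step of 1 read was divided out. RSEM estimates need not be whole, so the authors appear to have rounded them before normalization. The test of each result was planned for several possible units, and the one written for normalized values that are not logged was used. Identifiers were matched to the GENCODE M1 annotation of the same build, and 15849 of 15880 matched. For 74 symbols more than 1 identifier is listed, and each identifier was tested as a gene.

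Reads per library lay between 3221217 and 5302762, with a median of 3604130. The value of 3 reads, between 0.825 and 1.04, was taken as the floor of a library. With 2 libraries per population, the precision of a single gene is limited by the spread between pools of pups. The common biological coefficient of variation of the recovered reads was 0.188 in edgeR.

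Values were transformed to log2(value + 1) and fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend), with 1 coefficient per population and 4 residual degrees of freedom. The comparisons were GFP+ Pdgfrα+ against GFP- Pdgfrα+ cells, GFP+ Pdgfrα+ against GFP+ Pdgfrα- cells, GFP+ Pdgfrα- against GFP- Pdgfrα- cells, and the interaction of GFP with Pdgfrα. P-values were adjusted by the Benjamini–Hochberg method over all 15880 genes, and a gene was called at an adjusted p-value of at most 0.05. Lists of genes with at least 4 members in the table were tested with camera at an inter-gene correlation of 0.01, and their p-values were adjusted over the 63 tests. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes are named by a fixed rule, and the results of some genes that meet it are not reported here. It takes every gene the paper names for this experiment, the 5 largest increases and 5 largest decreases among the called genes of each comparison of GFP+ Pdgfrα+ cells whose libraries do not overlap, up to 4 members of a list with the highest mean, and the sex-linked genes.

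The fits were tested on simulated data. Reads of 15880 genes were drawn from the means and library sizes of the real libraries, with 200 genes changed. The limma fit on log2(value + 1) recovered 169 of them (84.5%) with 19 false calls and none in the wrong direction, and made 1 call in a comparison with no change. Voom recovered 158 (79%) with 16 false calls, and edgeR 170 (85%) with 17. Of 21 simulated lists, the 1 that was shifted was called and 0 of the others.

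The alternatives set in advance were a fit of only the compared populations, the replicate number as a block, no mean-variance trend, library weights, quantile normalization, centring of each library on its median, a filter on low values, a pseudocount of 0.1, other thresholds, and leaving out each replicate or library. Added after the data were seen were a pseudocount of 0, voom and edgeR 4.0.16 (quasi-likelihood test) on the recovered reads, and the replicate block with a correction for GC content and transcript length, which had values for 14115 genes. On the recovered reads, edgeR called 893 genes between the Pdgfrα+ populations, 3586 between GFP+ Pdgfrα+ and GFP+ Pdgfrα- cells, 8415 between GFP+ Pdgfrα- and GFP- Pdgfrα- cells and 6644 for the interaction.

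The paper describes each independent set of samples as coming from pooled littermates, so the replicate number was read as a mark of a shared pool. The reported fit has no term for it, and the fit with the replicate block is among the alternatives. Across all genes the deviations of same-numbered libraries from their population means were correlated weakly, at 0.004 to 0.081 over the pairs of populations. *Xist*, which is transcribed from the inactive X chromosome of females, was at least 119-fold higher in replicate 2 than in replicate 1 in each population, which shows that the number follows the pool of pups.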

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

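All tests of explanations in this part were chosen, and some were divided, after the results they bear on had been seen.

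For 22 genes that the paper names in this experiment, the Nes-GFP difference (GFP+ over GFP- cells) was compared between Pdgfrα+ and Pdgfrα- cells by the interaction in limma. It differed for 17 of them. On the log2 scale it was larger among Pdgfrα+ cells for *Sp7* (1.72), *Eng* (1.171), *Pth1r* (1.24), *Bglap* (1.82) and *Gfap* (2.41). It was smaller for *Pdgfra* (-1.75), *Nes* (-3.76), *Ly6a* (-1.40), *Cspg4* (-3.35), *Vcam1* (-1.70), *Cdh2* (-1.18), *Thy1* (-3.09), *Cdh11* (-0.89), *Alcam* (-3.46), *Sox10* (-2.55), *Erbb3* (-1.92) and *Dhh* (-2.31). It was not called for *Cxcl12*, *Kitl*, *Angpt1*, *Lepr* and *Runx2*, of which *Runx2* was called under both other scalings (limma, adjusted p = 0.0143 and 0.00911). The fitted values of *Ly6a*, *Thy1*, *Alcam*, *Bglap*, *Sox10* and *Gfap* depend on the pseudocount, because each is at the floor in a population. With a pseudocount of 0.1 the calls of *Ly6a*, *Sp7*, *Bglap*, *Sox10*, *Dhh* and *Gfap* were lost (limma, adjusted p = 0.192, 0.0535, 0.681, 0.134, 0.212 and 0.0580). In the blocked fit with GC and length correction those of *Bglap* and *Cdh2* were lost (limma, adjusted p = 0.157 and 0.0542), and *Runx2* was called (0.0102).

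Between-library scaling is argued against for 14 of the 17 genes, which kept their direction and their call under quantile normalization and under median centring. *Ly6a*, *Cdh2* and *Cdh11* lost the call under both, with a smallest adjusted p-value of 0.0517 in limma, so scaling is a candidate explanation for them. Over all genes the median of the interaction was -0.16, and it moved to 0.10 under quantile normalization and 0.27 under median centring. RNA of erythroid cells in the GFP- Pdgfrα- population would dilute other transcripts there and raise the Nes-GFP difference among Pdgfrα- cells. Dilution would lower the interaction, so it cannot be the source of the 5 positive ones, the smallest at 1.171. These 5 were grouped by their sign, so their values are not a separate test of it. For the 12 genes with a negative interaction, dilution by 1 factor is argued against as the whole cause, because their sizes differed. They ran from -0.89 (standard error 0.28) for *Cdh11* to -3.76 (standard error 0.48) for *Nes*. *Cxcl12*, *Kitl*, *Angpt1* and *Lepr* lay at -0.20, 0.21, 0.02 and 0.26 (standard errors 0.33, 0.40, 0.48 and 0.41). Dilution as a part of the cause cannot be told apart from a difference in the other cells of that population. Genes of the erythroid list took 1.48% of its reads, and the share of its RNA that came from erythroid cells is not known. For *Eng*, reads of the overlapping gene *Ak1* are argued against as the source of its high value in GFP- Pdgfrα- cells, since *Ak1* there was 0.09 times its level in GFP+ Pdgfrα+ cells. That GFP marks different cells among Pdgfrα+ and Pdgfrα- cells remains an open explanation, and it was not tested.

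Lists of marker genes outside those the paper discusses, fixed in advance, differed between populations in 31 comparisons by camera. Of these, 30 kept their direction and call under quantile normalization and median centring, and 30 did so in the blocked fit with GC and length correction. This argues against scaling and against GC content or gene length as the whole cause. The exception in both was the list of myeloid genes. All 31 kept their sign without any one library, and 30 kept at least 0.539 times their size, which argues against a single library as the source of those 30. The exception there was the list of myelin genes between the Pdgfrα+ populations. None of the 31 was called when camera's correlation was estimated from the data.

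Skeletal muscle genes (9 in the list) were higher in GFP+ Pdgfrα- than in GFP- Pdgfrα- cells, with a median log2 fold change of 5.43 (5.21 with genes at the floor at their bound). They were lower in GFP+ Pdgfrα+ than in GFP+ Pdgfrα- cells (-4.27) and higher in GFP+ Pdgfrα+ than in GFP- Pdgfrα+ cells (1.36, or 1.28 with bounds). In GFP+ Pdgfrα- cells *Pax7* was 316 ± 27.8 (SD, n = 2) and *Myf5* 131 ± 0.0584 (SD, n = 2). Free RNA of muscle fibres is argued against as the source, because the median of *Pax7*, *Myf5* and *Myod1* was 10.1 times that of fibre genes in GFP+ Pdgfrα- cells. The excess in GFP+ Pdgfrα+ over GFP- Pdgfrα+ cells was set against that in GFP+ Pdgfrα- over GFP- Pdgfrα+ cells. It amounted to a median of 3.2% (0.4 to 4.9 over 8 of the 9 genes), the share of GFP+ Pdgfrα- cells that carry-over would need. The fibre gene *Acta1*, outside these 8, would need a larger share. Its mean was 41.1 in GFP+ Pdgfrα- cells, 19.5 in GFP+ Pdgfrα+ cells and 11.8 in GFP- Pdgfrα+ cells. Carry-over of GFP+ Pdgfrα- cells cannot be told apart from expression by GFP+ Pdgfrα+ cells here, because 9 mural genes showed a share at least as large, 8.7% (3.1 to 17.5). Genes of mural cells (10 in the list) were likewise higher in GFP+ Pdgfrα- than in GFP- Pdgfrα- cells (4.201), lower in GFP+ Pdgfrα+ than in GFP+ Pdgfrα- cells (-2.23) and higher in GFP+ Pdgfrα+ than in GFP- Pdgfrα+ cells (1.00). In GFP+ Pdgfrα- cells *Rgs5* was 883 ± 215 (SD, n = 2), *Acta2* 603 ± 27.9 (SD, n = 2) and *Notch3* 478 ± 82.3 (SD, n = 2). A hypothesis is that the GFP+ Pdgfrα- population may contain myogenic precursors and mural cells next to Schwann cell precursors. Whether such cells lie in the marrow or came with tissue around the bones cannot be read from these libraries.

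Schwann cell precursor genes beyond those of the paper (7 in the list) were higher in GFP+ Pdgfrα- than in GFP- Pdgfrα- cells, with a median log2 fold change of 3.02, and in GFP+ Pdgfrα+ than in GFP- Pdgfrα+ cells (0.90, or 1.41 without replicate 2 of the GFP+ Pdgfrα+ cells). Myelin genes (9 in the list) were higher in the same comparison (2.06) and lower in GFP+ Pdgfrα+ than in GFP+ Pdgfrα- cells (-1.44, or -0.82 without replicate 2 of the GFP+ Pdgfrα+ cells). Carry-over of 1 share of all GFP+ Pdgfrα- cells is argued against as the source of the Schwann cell precursor genes in GFP+ Pdgfrα+ cells. Their share, computed in the same way, was a median of 14.5% (8.0 to 26.8 over 8 genes), unlike the 3.2% of the 8 muscle genes (exact permutation test, two-sided p = 0.00311). *Acta1* was not in this test. Carry-over of Schwann cell precursors alone was not tested and stays open.

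The myelin genes were also higher in GFP+ Pdgfrα+ than in GFP- Pdgfrα+ cells (0.90, or 0.58 with bounds; camera, adjusted p = 0.0191). The median was 0.09 without replicate 1 of the GFP+ Pdgfrα+ cells, 1.76 without replicate 2 of them and 0.42 without replicate 1 of the GFP- Pdgfrα+ cells. The call was lost with the low-value filter (camera, adjusted p = 0.0866) and in fry (0.0790), and over the alternatives the adjusted p-value ranged from 0.0160 to 0.277. A single library cannot be told apart from a difference between the cells here.

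Osteoblast genes (13 in the list, several of them among the paper's genes) were higher in GFP+ Pdgfrα+ than in GFP- Pdgfrα+ cells (median log2 fold change 3.74), higher in GFP+ Pdgfrα+ than in GFP+ Pdgfrα- cells (3.46) and higher in GFP+ Pdgfrα- than in GFP- Pdgfrα- cells (2.42). *Col1a1* was 44750 ± 9103 (SD, n = 2) in GFP+ Pdgfrα+ cells and 16100 ± 1053 (SD, n = 2) in GFP- Pdgfrα+ cells. Chondrocyte genes (11) were lower in GFP+ Pdgfrα+ than in GFP- Pdgfrα+ cells (-1.53, or -0.82 without replicate 2 of the GFP- Pdgfrα+ cells), higher in GFP+ Pdgfrα+ than in GFP+ Pdgfrα- cells (1.51) and lower in GFP+ Pdgfrα- than in GFP- Pdgfrα- cells (-2.79). Tendon and fibroblast genes (8) were lower in GFP+ Pdgfrα+ than in GFP- Pdgfrα+ cells (-2.39, or -2.29 with bounds) and higher in GFP+ Pdgfrα+ than in GFP+ Pdgfrα- cells (3.08, or 3.02 with bounds). Axon guidance genes (20) were higher in GFP+ Pdgfrα+ than in GFP+ Pdgfrα- cells (2.35), in GFP+ Pdgfrα- than in GFP- Pdgfrα- cells (2.68) and in GFP+ Pdgfrα+ than in GFP- Pdgfrα+ cells (0.55). The chondrocyte and tendon lists share genes with Figure 5—figure supplement 2. Apart from scaling, GC content or length, and single libraries, no technical explanation was tested for these lists. That the populations hold different mixtures of skeletal cells remains open and was not tested.

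Erythroid genes (10 in the list, globin paralogs among them) were lower in GFP+ Pdgfrα- than in GFP- Pdgfrα- cells (-7.03) and lower in GFP+ Pdgfrα+ than in GFP+ Pdgfrα- cells (-1.09, or -1.15 with bounds). *Hbb-b1* was 5991 ± 2303 (SD, n = 2) in GFP- Pdgfrα- cells. The list took 1.48% of the reads there, 100 times the share in the next population (0.0148% in GFP+ Pdgfrα- cells). Proliferation genes (12) were lower in GFP+ Pdgfrα- than in GFP- Pdgfrα- cells (-2.76), with *Mki67* at 5926 ± 766 (SD, n = 2) in GFP- Pdgfrα- cells and 524 ± 66.9 (SD, n = 2) in GFP+ Pdgfrα- cells. They were lower in GFP+ Pdgfrα+ than in GFP+ Pdgfrα- cells (-0.78, or -0.47 without replicate 2 of the GFP+ Pdgfrα+ cells) and higher in GFP+ Pdgfrα+ than in GFP- Pdgfrα+ cells (0.86), which is taken up among the other observations. Dividing erythroid cells that escaped the Ter119 gate are a candidate explanation of the proliferation genes in GFP- Pdgfrα- cells. Other dividing cells could give the same values.

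Myeloid genes (9 in the list) were lower in GFP+ Pdgfrα- than in GFP- Pdgfrα- cells (-1.08). The call was lost under median centring (camera, adjusted p = 0.0755), with the low-value filter (0.218), in the blocked fit with GC and length correction (0.0895) and with the correlation estimated (0.358). Over the alternatives the adjusted p-value from camera or fry ranged from 0.0187 to 0.358. The median itself was -1.54 under the scaling that brought it closest to 0 and -1.10 in the blocked fit. Scaling and GC content or length cannot be told apart from a difference between the cells, because the size was kept and the call was not.

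Immediate-early genes (10 in the list, with the paralogs *Hspa1a* and *Hspa1b*) were higher in GFP+ Pdgfrα- than in GFP- Pdgfrα- cells (2.84), higher in GFP+ Pdgfrα+ than in GFP- Pdgfrα+ cells (1.05) and lower in GFP+ Pdgfrα+ than in GFP+ Pdgfrα- cells (-1.71). *Egr1* was 3553 ± 365 (SD, n = 2) in GFP+ Pdgfrα- cells and 881 ± 70.5 (SD, n = 2) in GFP+ Pdgfrα+ cells. A response to dissociation or sorting, in all cells or in some, stays open and was not tested.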

How the results depend on the processing

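The alternatives marked below as added were chosen after the data were seen, and no test of a cause was run in this part. For each change the cause was not tested, unless it is named.

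Between the Pdgfrα+ populations, 849 genes were called in the reported fit (511 higher and 338 lower in GFP+ Pdgfrα+ cells). The count was 532 (334 and 198) without the mean-variance trend and 595 (391 and 204) with a pseudocount of 0.1. The added pseudocount of 0 gave 514 (337 and 177), and added voom on the recovered reads 1057 (521 and 536). By the construction of the threshold, an adjusted p-value of at most 0.10 gave 1356 (779 and 577) and an unadjusted p-value of at most 0.10 gave 4154 (2192 and 1962). The share of calls that were higher was 60.2%, 50.5% with only the compared populations in the fit and 49.3% with voom. With added edgeR, 893 genes were called, of which 734 were among the 849.

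Between GFP+ Pdgfrα+ and GFP+ Pdgfrα- cells, 3848 genes were called (2080 and 1768). The share that was higher was 54.1%, and 48.7% under quantile normalization (1988 and 2096), so most called genes went the other way there. A log2 fold change of at least 1 in size left 1101 lower genes, and an unadjusted p-value of at most 0.10 gave 6900 (3456 and 3444). For GFP+ Pdgfrα- against GFP- Pdgfrα- cells, 8527 genes were called (4787 and 3740). The share that was higher was 56.1%, against 38.9% under median centring (3550 and 5569) and 46.8% under quantile normalization (3872 and 4402). The median log2 fold change of all genes moved from 0.15 to -0.30 and -0.14. The fit of only the compared populations does not apply to the interaction and was not run for it, and fits that left out a replicate or library give no counts of called genes. For the interaction, 7031 genes were called (3032 and 3999). The share with a positive value was 43.1%, against 59.7% under median centring and 50% under quantile normalization. The scaling of the GFP- Pdgfrα- libraries therefore limits any statement on the direction of most genes in the comparisons that use them.

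Of the tests of gene lists, 45 were called by camera, and 1 with the correlation estimated from the data, that of the genes shown as lower in Figure 5—figure supplement 2. With the replicate block, the list of *Pdgfra*, *Nes*, *Ly6a* and *Cspg4* between GFP+ Pdgfrα+ and GFP+ Pdgfrα- cells lost its call (camera, adjusted p = 0.0428 without and 0.0791 with the block; 0.0372 to 0.273 over the camera alternatives). The additional Schwann cell precursor genes gained one there (median -2.05, camera, adjusted p = 0.0557 without and 0.0449 with the block; 0.0441 to 0.238 over the camera alternatives). The block changed no other call of a list or named gene, and moved the counts of called genes by less than 1.5 times (924 between the Pdgfrα+ populations). A list's median turned in sign for the myeloid genes between the Pdgfrα+ populations under quantile normalization (0.0073) and in the added blocked fit with GC and length correction (0.0008). It also turned for the sex-linked genes between GFP+ Pdgfrα- and GFP- Pdgfrα- cells under median centring (-0.20), and for the endothelial genes between the Pdgfrα+ populations with the low-value filter (-0.029). None of these 3 lists was called in those comparisons. Of the other medians, 50 became weaker and 7 stronger under the alternatives set beforehand (44 weaker with the correlation estimated), and 318 stayed. Under the added ones 2 became weaker, 1 stronger and 59 stayed. Each list's median was also taken without each library of its comparison, an addition too. Of these 252 medians, 44 moved by more than 1.5 times or turned in sign, and 10 of the 44 turned, all of them of lists that were not called in the comparison. Between the Pdgfrα+ populations they ranged from -0.0998 to 0.38 for endothelial, from -0.16 to 0.26 for erythroid, from -0.47 to 0.86 for myeloid, from -0.024 to 0.40 for adipogenic and from -0.17 to 0.31 for sex-linked genes. Endothelial genes ranged from -0.74 to 0.043 between GFP+ Pdgfrα+ and GFP+ Pdgfrα- cells and from -1.30 to 0.18 between GFP+ Pdgfrα- and GFP- Pdgfrα- cells, and sex-linked genes from -0.013 to 0.74 in the latter. Of lists that were called, 7 medians moved by more than 1.5 times and none turned.

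Among single genes, *Ly6a* between GFP+ Pdgfrα- and GFP- Pdgfrα- cells turned to 0.22 in the added blocked fit with GC and length correction, and *Pth1r* there to -0.15 under quantile normalization. Neither was called. The fits that each left out a replicate or a library gave *Cspg4* from -0.0089 to 0.97, *Vcam1* from -0.17 to 0.39, *Thy1* from -0.12 to 1.91 and *Gfap* from -0.26 to 1.19 between GFP+ Pdgfrα+ and GFP+ Pdgfrα- cells. Between the Pdgfrα+ populations they gave *Thy1* from -0.89 to 0.085 and *Gfap* from -1.07 to 0.14, and between GFP+ Pdgfrα- and GFP- Pdgfrα- cells *Lepr* from -0.0053 to 1.095. With so few reads, *Gfap* cannot be ordered among the 3 populations other than GFP- Pdgfrα- cells. In the fits without a replicate or a library, which carry no test, 524 other values kept their sign, whatever their size. Of the other values of named genes under the alternatives set beforehand that carry a test, 435 kept their direction and call, 4 became weaker and 2 stronger. Under the added ones, 259 kept them, 4 became weaker and 3 stronger.

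The distance between GFP+ Pdgfrα+ and GFP+ Pdgfrα- libraries was 2.62 over the 500 genes with the largest variance, 1.099 with the low-value filter and 1.43 with a pseudocount of 0.1. That between the Pdgfrα+ populations was 1.34, 0.736 and 1.09 in the same order, and that between GFP+ Pdgfrα+ and GFP- Pdgfrα- libraries 5.15, 2.13 and 2.43, with 1.82 under quantile normalization. The ratio of the first distance to the second was 1.96, 1.49 and 1.30.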

Differences from the paper's values

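The test of the legend's contrast was set before the data were examined, while the tests with voom and edgeR and a finer reading of the figures were chosen after results had been seen. The paper's values were read by eye from its figures, and ratios of populations were compared, because the figures give FPKM.

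Of 42 ratios, 1 differed. For *Alcam* in GFP+ Pdgfrα+ over GFP- Pdgfrα+ cells, the paper's ratio is about 1.8 in Figure 5—figure supplement 1C, and here it was 2.73. It lay within the limits of the comparison under median centring (2.69), without replicate 1 (2.68), without replicate 2 of the GFP+ Pdgfrα+ cells (2.36) and without replicate 1 of the GFP- Pdgfrα+ cells (2.36). It did not under quantile normalization (2.82), without replicate 2 (2.804), without replicate 1 of the GFP+ Pdgfrα+ cells (3.11) and without replicate 2 of the GFP- Pdgfrα+ cells (3.25). The ratio is at the edge of a 1.5-fold difference, so a small error in reading the figure decides it. A first, coarser reading of the same bars gave no difference for this gene, and the finer one was made after the first comparison had been computed.

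The legend of Figure 5—figure supplement 2 names GFP+ Pdgfrα+ and GFP+ Pdgfrα- cells, while the text cites the figure for the Pdgfrα+ subpopulations. Of 12 folds read from that figure, 11 differed from the ratio of GFP+ Pdgfrα+ to GFP+ Pdgfrα- cells. For genes shown as higher, the paper's fold in Figure 5—figure supplement 2 is about 88 for *Slc13a5* (11.8 here), about 43 for *Syt6* (17.0 here), about 37 for *Dmp1* (4.55 here), about 27 for *Bglap* (9.19 here) and about 10 for *Erbb3* (0.163 here). For genes shown as lower, the fold of GFP+ Pdgfrα- over GFP+ Pdgfrα+ cells was set beside the figure. The paper's fold in Figure 5—figure supplement 2 is about 25 for *Lect1* (0.581 here), about 18 for *Cilp2* (0.201 here), about 17 for *Kera* (0.0367 here), about 16 for *Tnmd* (0.215 here), about 4 for *Ly6a* (0.0227 here) and about 4 for *Acan* (0.284 here). *Lect1*, *Kera* and *Ly6a* were at the floor in GFP+ Pdgfrα- cells, so their ratios are upper bounds, at most 0.681, 0.130 and 0.0266 when the floor replaces the value. For *Lect1*, with 1 and 7 reads in the GFP+ Pdgfrα+ libraries, the bound was 2.11 without replicate 2 of the GFP+ Pdgfrα+ cells. That of *Kera* was 0.210 without replicate 1 of these cells. None of the alternatives set before the data were examined closed these gaps. With GFP- Pdgfrα+ cells in place of GFP+ Pdgfrα- cells, all 12 folds were within the limits of the comparison, among them 86.5 for *Slc13a5*, 42.5 for *Syt6* and 15.4 for *Tnmd*. That of *Lect1* (21.6) left the limits without replicate 1 (12.8) or 2 (66.9) of the GFP+ Pdgfrα+ cells and without replicate 2 of the GFP- Pdgfrα+ cells (10.9).

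Where the text of the paper states that the leptin receptor gene was highly enriched in GFP+ Pdgfrα+ cells, *Lepr* was called over GFP+ Pdgfrα- cells, and over GFP- Pdgfrα+ cells its log2 fold change of 0.80 was not called in limma (adjusted p = 0.148). It was called in that comparison by voom (adjusted p = 0.00874) and edgeR (adjusted p = 0.0437) on the recovered reads, both chosen after the values were seen. The range of the adjusted p-value over its alternatives was 0.00874 to 0.279 in limma and edgeR. The paper presents *Vcam1*, *Eng*, *Thy1* and *Alcam* among the genes enriched in MSCs and abundant in GFP+ Pdgfrα+ cells. Its text on this experiment does not state that they are higher there than in the other populations. The comparisons in the next sentence therefore do not contradict that text. *Alcam* was lower in GFP+ Pdgfrα+ than in GFP+ Pdgfrα- cells (log2 fold change -1.11), *Eng* was highest in GFP- Pdgfrα- cells (68.8 ± 10.1, SD, n = 2), and *Thy1* was called in neither comparison of GFP+ Pdgfrα+ cells. The paper's discussion does describe the surface markers CD105 (*Eng*) and CD90 (*Thy1*) as enriched in Nes-GFP+ cells. Mean *Eng* was lower in GFP+ than in GFP- cells among Pdgfrα+ (48.9 and 61.0) and Pdgfrα- cells (23.8 and 68.8). Mean *Thy1* was lower among Pdgfrα+ cells (19.5 and 24.8) and higher among Pdgfrα- cells (10.1 and the floor). RNA does not test a statement on surface protein. The methods state a filter on scaled counts, and 10.4% of the listed genes do not pass it when it is computed from the recovered reads, or 9.7% from the deposited values.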

Other observations

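All tests of explanations in this part were chosen after the results they bear on had been seen.

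*Xist* differed between replicates in every population. It was 2.9 in replicate 1 and 868 in replicate 2 of the GFP+ Pdgfrα+ cells, 4.98 and 1051 in GFP+ Pdgfrα- cells, 8.95 and 1380 in GFP- Pdgfrα+ cells, and 11.4 and 1351 in GFP- Pdgfrα- cells. The smallest log2 ratio of replicate 2 to replicate 1 was 6.89, in GFP- Pdgfrα- cells. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were lower in replicate 2 in 16 of 16 comparisons, at 0.429 to 0.916 times replicate 1. Pools of pups with a different sex make-up, with almost no female cells in replicate 1, are a candidate explanation, and the test could have come out otherwise. *Xist* overlaps its antisense gene *Tsix*. Each population has both pools, so the comparisons of populations are balanced for sex.

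Proliferation genes (12 in the list) were higher in GFP+ Pdgfrα+ than in GFP- Pdgfrα+ cells, with a median log2 fold change of 0.86 (camera, adjusted p = 3.37e-06), and all 12 went in this direction. As a share of the excess of the donor cells over GFP- Pdgfrα+ cells, carry-over of GFP- Pdgfrα- cells would need 4.48%, and erythroid genes showed -0.04%. Carry-over of GFP+ Pdgfrα- cells would need 45.57%, and skeletal muscle genes showed 3.18%. Both are argued against. A hypothesis is that GFP+ Pdgfrα+ cells may divide more than GFP- Pdgfrα+ cells, which was not tested apart from these values. From cell cycle profiles, the paper reports the opposite for Nes-GFP, with GFP+ stromal cells mostly quiescent and GFP- cells proliferating. Those profiles did not divide the cells by Pdgfrα. Here the median value of the list was highest in the GFP- Pdgfrα- libraries, at 114.9 and 117.2. RNA values of sorted pools do not measure division, so the hypothesis stays open.

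*Cspg4*, which encodes NG2 and is shown in Figure 5—figure supplement 1B, was 176 ± 42.3 (SD, n = 2) in GFP+ Pdgfrα+ cells, 257 ± 3.50 (SD, n = 2) in GFP- Pdgfrα+ cells, 125 ± 30.0 (SD, n = 2) in GFP+ Pdgfrα- cells and 19.1 ± 12.2 (SD, n = 2) in GFP- Pdgfrα- cells. It was called neither between GFP+ Pdgfrα+ and GFP- Pdgfrα+ cells (limma, adjusted p = 0.411) nor between GFP+ Pdgfrα+ and GFP+ Pdgfrα- cells (limma, adjusted p = 0.341).

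Adipogenic genes (6 in the list) were not called between the Pdgfrα+ populations (median log2 fold change 0.26, camera, adjusted p = 0.692). The median was -0.02 without replicate 1 of the GFP- Pdgfrα+ cells and 0.40 without replicate 2 of them.

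Over the 100 genes of Figure 5—figure supplement 2, the log2 fold changes of GFP+ Pdgfrα+ cells over GFP- Pdgfrα+ and over GFP+ Pdgfrα- cells had a Spearman correlation of 0.209 across genes, which are not independent replicates. Both comparisons share the GFP+ Pdgfrα+ libraries. The median correlation over 1000 simulations of unchanged groups sharing those libraries was 0.461.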
